# Integrated analysis of an in vivo model of intra-nasal exposure to instilled air pollutants reveals cell-type specific responses in the placenta

**DOI:** 10.1038/s41598-022-12340-z

**Published:** 2022-05-19

**Authors:** Anela Tosevska, Shubhamoy Ghosh, Amit Ganguly, Monica Cappelletti, Suhas G. Kallapur, Matteo Pellegrini, Sherin U. Devaskar

**Keywords:** Molecular biology, Physiology, Molecular medicine

## Abstract

The placenta is a heterogeneous organ whose development involves complex interactions of trophoblasts with decidual, vascular, and immune cells at the fetal–maternal interface. It maintains a critical balance between maternal and fetal homeostasis. Placental dysfunction can lead to adverse pregnancy outcomes including intra-uterine growth restriction, pre-eclampsia, or pre-term birth. Exposure to environmental pollutants contributes to the development of placental abnormalities, with poorly understood molecular underpinning. Here we used a mouse (C57BL/6) model of environmental pollutant exposure by administration of a particulate matter (SRM1649b at 300 μg/day/mouse) suspension intra-nasally beginning 2 months before conception and during gestation, in comparison to saline-exposed controls. Placental transcriptomes, at day 19 of gestation, were determined using bulk RNA-seq from whole placentas of exposed (n = 4) and control (n = 4) animals and scRNAseq of three distinct placental layers, followed by flow cytometry analysis of the placental immune cell landscape. Our results indicate a reduction in vascular placental cells, especially cells responsible for structural integrity, and increase in trophoblast proliferation in animals exposed to particulate matter. Pollution-induced inflammation was also evident, especially in the decidual layer. These data indicate that environmental exposure to air pollutants triggers changes in the placental cellular composition, mediating adverse pregnancy outcomes.

## Introduction

The impact of the intra-uterine environment upon the conceptus can be far reaching, given that changes incurred during this vulnerable and critical developmental period have long standing implications with changes of permanency. Much of this adaptive imprint is delivered to developing tissues by changes in gene expression and cellular content. The placenta, an organ that co-habitats with the conceptus, acts as a functional interface delivering oxygen and nutrients to the developing fetus^1,2^. In addition, the placenta produces a plethora of hormones necessary for the physiological adaptation necessary during pregnancy^1,3^. The placenta also serves as an effective barrier protecting the fetus from toxins and pathogens^1,4^. Since the placenta co-exists with the fetus, it also encounters various intra-uterine exposures, and experiences certain detrimental effects, which in turn could negatively impact maintenance of a pregnancy or fetal health^2^. Such imposition of placental changes ultimately adversely affects the well-being of mother and conceptus^2^. Environmental exposures from air pollution, especially particulate matter originating in urban areas can have far-reaching effects on maternal well-being and fetal development^5–7^, and have been implicated in adverse pregnancy outcomes, such as preterm labor^8^, gestational diabetes mellitus^9^ or pre-eclampsia^10^ presenting with fetal growth restriction and low birth weights^8,11,12^. In order to understand the effects of environmental exposures on mother and conceptus, it is important to study the placenta. In particular one needs to understand the complex cellular and signaling patterns underlying placental development.

Tissues, including the placenta, are comprised of diverse cell types with distinguishable developmental or functional origin that form a complex niche^1^. A comprehensive assessment of cellular heterogeneity is traditionally performed by immunophenotyping which can be biased and relies on a small set of pre-selected markers, limiting the cell types that can be inspected^13^. Alternatively, Bulk RNA sequencing (RNA-seq) offers an unbiased approach to tissue profiling with greater resolution, accounting for the dynamic nature of the transcriptome^14^. RNA-seq can also help to identify novel transcripts, alternately spliced genes, and allele-specific expression. However, RNA-seq typically represents an average of gene expression across millions of cells which may obscure cellular heterogeneity, especially in organs or tissues with multiple cell types^15^. To overcome this barrier, one could isolate single cells and capture their transcripts by employing single cell RNA-seq, a technique that can assess the cell population structure in depth and the nuances of various cell signaling pathways with unprecedented resolution^16^. Single cell transcriptomics performed by 10X genomics is an established technology that is helpful in deciphering cell-specific gene expression in complex organs and tissues subjected to various environmental stressors^17^. The introduction of this technology has proven to be highly useful in unraveling the major and minor cell types present in a sample, in addition to identifying differentially expressed genes. This has resulted in the discovery of various novel cell types and their abundance under normal and pathological circumstances^18,19^.

Previous studies have examined the human placenta during the first trimester and provided information regarding the cellular content and transcriptomics under normal circumstances^20,21^ and in the presence of pre-eclampsia^20^. Similarly, murine placental scRNA-sequencing has been performed under normal circumstances^22–24^. However, given distinct differences between human and murine placentas^25^ and the fact that manipulations during human pregnancy are not possible, the development of genetic and pathological murine pregnancy models has been applied to various conditions. Examples include intrauterine growth restriction^26^ due to maternal calorie restriction^27^, maternal diabetes^28^ and hypertension^27^, among others. More recently, the effect on pregnancy of exposures to air pollutants has gained increasing visibility resulting in the development of multiple mouse models^29,30^. Using one such nasal instillation gestational model, we sought to assess the impact of air pollutants on the late gestation placental transcriptomics and cellular composition. We hypothesized that employing single-cell transcriptomics and deconvolution of placental bulk transcriptomics will provide the basis for identification of cellular composition, setting the stage for application to various murine models beyond the one we have tested here. To test this hypothesis, we studied the late gestational placentas divided into three layers, namely the decidual, junctional and labyrinthine layers and identified the cellular and gene expression signatures.

## Results

### Differential abundance of cell types observed by scRNAseq in air pollution exposed placentas versus controls

Six animals (3 exposed to air pollution and 3 controls) were used for scRNAseq analysis. Placentas were collected from each pregnancy, separated into 3 placental layers and tissue from the same placental layers were pooled for each group, yielding a total of six samples (two treatments and three layers). A total of 40,739 cells were processed, of which 9007 cells were extracted from the control (CON) decidual, 8654 from the air pollution (AP) decidual, 4410 cells from CON junctional, 5665 from AP junctional, 5978 cells from CON labyrinthine and 7025 from the AP labyrinthine layers (Table S1).

A schematic of placental cell type(s) distribution is depicted in Fig. 1a. To display various cell clusters of E19 mouse placentas, uniform manifold approximation and projections (UMAP) were applied to the scRNAseq data. Twenty-five distinct clusters were identified, amongst which 24 were annotated to cell types based on signature genes (Fig. 1b) as described in the Mouse Cell Atlas^31^. The majority of these clusters were grouped together based on cell-type similarity, and all cell types could be found in both AP and CON conditions (Fig. 1c). We observed variation in cell type composition among the three different placental compartments, namely the decidual, junctional and labyrinthine (Fig. 1d) regions, and across the two treatment groups (Fig. 1c,e). While the majority of cell types were identified across all placental compartments (Fig. S1), certain cell types were identified to be predominantly present in the decidua (decidual and stromal cells, decidual trophoblasts, macrophages and NK-cells). Other cell types were more abundant in the junctional and labyrinthine layers (B-cells, endothelial and endodermal cells, erythroid cells, invasive spongiotrophoblasts and spongiotrophoblasts) (Fig. 1d). The trophoblast lineage, as the major cell type(s) that shapes the placenta, consists of numerous subtypes present at various stages of differentiation, ranging from undifferentiated progenitor trophoblast to fully differentiated syncytiotrophoblasts. Based on the scRNAseq data we detected an increase in certain structural and proliferating trophoblasts following AP exposure (Fig. 1e). NK-cells, spongiotrophoblasts, and decidual cell-types were enriched upon AP exposure, while other cell types such as granulocytes, macrophages, endodermal and stromal cells were depleted upon AP exposure. However, due to the lack of biological replicates (as all animals were pooled into a single sample to generate sufficient cell numbers) in the scRNAseq analysis, these results are not statistically significant.

**Figure 1:**
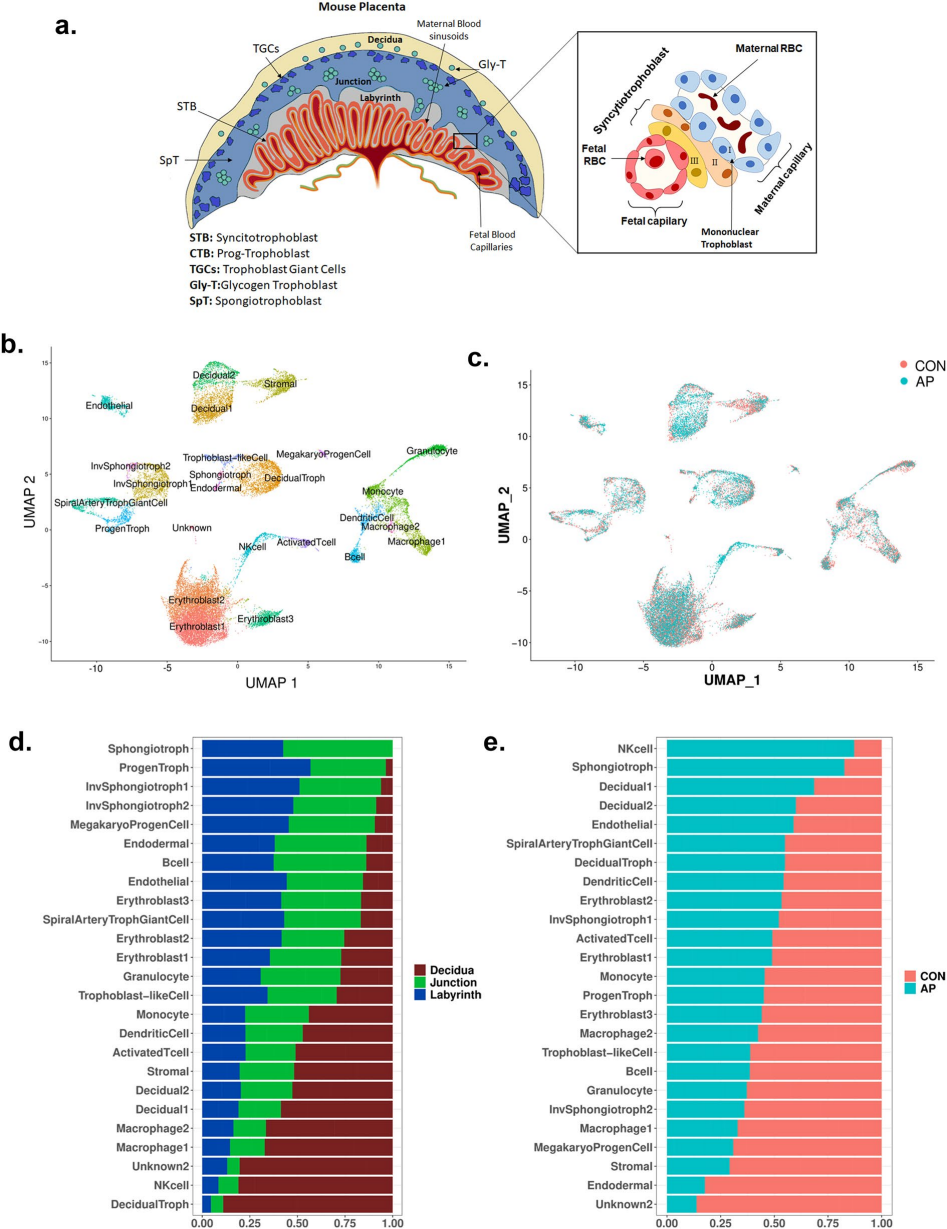
(**a**) Schematic representation of mouse placenta and location of various cell types in different placental compartments. (**b**) Uniform Manifold Approximation and Projection (UMAP) plot of cell and tissue clusters detected in scRNAseq in all 6 samples. Sub-clusters of related cell types could be detected for immune cells, decidual cells, endo/epithelial-like cells, erythroid cells and trophoblasts. (**c**) UMAP projection of cells originating from air pollution (AP) samples (n = 3) and control (CON) samples (n = 3). (**d**, **e**) Quantification of each cell type by placental layer, decidual, junctional and labyrinthine (**d**) or treatment groups, namely AP and CON (**e**). Cell counts were normalized by the total cell count per sample and depicted as fractions of the total cell count for each cell/tissue type.

### Deconvolution of bulk RNAseq data from whole placentas with scRNAseq as a reference

To further elucidate the cell-type specific impact of air pollution on placenta, bulk RNAseq data was deconvoluted using gene expression from scRNAseq. 

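The bulk RNAseq data are counts from 16 placenta samples taken at gestational day 19. The 4 control (CON) and 4 air pollution (AP) samples are those the paper compares, and the paper gives the AP dose as 300 µg of particulate matter per day, on a schedule it describes in more than one way. The labels also name 4 samples of a fish oil (FO) group and 4 of a combined air pollution and fish oil (AP_FO) group, which the paper's text does not mention. Each deposited value is a whole-number count per gene. The authors made poly(A)-selected stranded libraries from placental RNA, aligned single-end reads to mm10 with STAR, and counted uniquely aligned reads with featureCounts. Their text does not state the strand setting of that counting or the threshold of their filter on low-abundance genes. Total counts per sample ranged from 18118117 to 23998266 (median 22796485) in CON and from 17889096 to 25994671 (median 22162116) in AP. In the FO group they ranged from 19954704 to 25993031 (median 24048630), and in AP_FO from 17874661 to 29058070 (median 26255642). From these counts, genes were filtered by expression in edgeR, scaled by TMM to CPM (counts scaled to a common library size), and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 14691 genes tested. At an adjusted p under 0.05, edgeR called 2274 genes higher and 2086 lower in AP than in CON. When known changes were put into simulated samples of the same depth, 62% of 1.5-fold and 98% of 4-fold changes were called. The changed genes had a mean of at least 1 CPM, so these shares do not hold for genes below it. The gene lists named below, 40 of known functions and 24 of the study's scRNAseq markers (Supplementary Table 2), were fixed before the deposited counts were examined. Lists of known functions hold genes of Supplementary Table 3, which the study chose on these samples, such as all 3 embryonic globins. The rise or fall of those genes is not independent evidence. The 4 CON samples and AP replicate 1 held reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty (104 to 165 CPM in sum in CON, 114 in AP replicate 1), and AP replicates 2 to 4 held almost none (0.0812 to 0.274 CPM). Fetal sex therefore differs between the groups, and each comparison was also fitted with the log2 level of these genes as a covariate (the Y-linked covariate). With it, edgeR called 737 genes, and a call that ended with it is named beside its gene. Every CON sample holds these reads, so the AP effect fitted with the covariate rests mainly on AP replicate 1. In the calls that ended, the standard error was larger in 98.9% and the absolute log2 fold change smaller in 65.4%. An ended call therefore does not show that fetal sex caused the difference. The mouse of origin is not given for each sample, so edgeR's p-values measure only the spread between these samples. Fisher's exact test, used below, counts genes as if independent, so its p-values do not measure that spread.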

To perform an unbiased cell type deconvolution of bulk RNAseq, we created an average pseudo bulk expression matrix from the 25 cell types in the scRNAseq dataset and used this as a reference for deconvolution. We used GEDIT^32^ to perform the deconvolution analysis with the bulk RNAseq data from AP and Control samples as inputs (n = 4 that arose from 6 separate mice, respectively), as GEDIT was shown in a recent report to compare favorably with other deconvolution tools^33^. A second tool, designed specifically for scRNAseq references, MuSic^34^ was also used to verify the deconvolution results. While both tools performed similarly in identifying cell types present in bulk (Fig. 2a and S2a), GEDIT was able to identify a higher number of cell types compared to MuSic. A comparison between the two methods was performed, and the concordance (R^2^ value) as calculated for the CON group was 0.9 and for the AP group was 0.95 (Fig. S2b). 

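Markers of invasive spongiotrophoblasts type 2 were mostly higher in AP placentas: 36 of 50 tested members rose and 2 fell (37 and 3 adjusted over the list alone) by edgeR at an adjusted p under 0.05. Nppc, which encodes C-type natriuretic peptide, was at 8.70 ± 1.35 CPM (SD, n = 4) in CON and 23.7 ± 2.99 CPM in AP, with a log2 fold change of 1.44 (standard error 0.128, edgeR adjusted p = 9.0e-05). Derl3, a component of the degradation of misfolded proteins at the endoplasmic reticulum, had a log2 fold change of 1.41 (standard error 0.143, edgeR adjusted p = 0.00030). Among markers of spiral artery trophoblast giant cells, 30 of 49 tested members rose and 6 fell (34 and 6 adjusted over the list alone), and Ada, which encodes adenosine deaminase, rose from 170.2 ± 25.7 CPM to 384 ± 47.5 CPM (SD, n = 4 each, edgeR adjusted p = 0.000213). For granulocytes, 21 of 46 tested members rose and 2 fell (25 and 4 adjusted over the list alone). Adam8, a membrane metalloprotease of leukocytes, had a log2 fold change of 1.13 (standard error 0.100, edgeR adjusted p = 9.0e-05). Stromal markers went the other way, as 1 of 50 tested members rose and 18 fell (1 and 18 adjusted over the list alone). The largest of these changes by p was in Ltbp4, a latent TGF-β binding protein of the elastic matrix, with a log2 fold change of -1.33 (standard error 0.140, edgeR adjusted p = 0.000201). Of the trophoblast-like markers, 9 of 50 tested members rose and 20 fell (9 and 21 adjusted over the list alone), and the water channel Aqp8 fell from 208 ± 43.8 CPM to 80.2 ± 10.1 CPM (edgeR adjusted p = 0.00071). Cobl, an actin nucleator, had a log2 fold change of -1.11 (standard error 0.126, edgeR adjusted p = 0.00028). The overlap of these markers with the called genes was tested by a one-sided Fisher's exact test per cell type and direction, 48 tests in all. Genes count there as independent, though markers of one cell type can vary together across samples. Adjusted p was 1.27e-17, 4.52e-12 and 9.58e-06 for higher markers of the first 3 cell types and 0.000524 and 4.51e-05 for lower markers of stromal and trophoblast-like cells. GEDIT and MuSiC fractions were not analysed here, because they need the scRNAseq reference matrix, and the marker lists come from the study's own scRNAseq data.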

Our analysis showed a significantly higher representation of various trophoblast cells i.e. invasive spongiotrophoblast2 (ISpT) and spiral artery trophoblast giant cells along with granulocytes in AP treated samples whereas, stromal cells and trophoblast-like cells showed a significant decrease (Fig. 2a). 

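Invasive spongiotrophoblasts type 1 showed the largest overlap with genes higher in AP, and 37 of 48 tested members rose and 1 fell (39 and 1 adjusted over the list alone). Psg25, a pregnancy-specific glycoprotein, was at 1033 ± 175 CPM (SD, n = 4) in CON and 2271 ± 258 CPM in AP, with a log2 fold change of 1.14 (standard error 0.131, edgeR adjusted p = 0.000294). Ctsm, a cathepsin of the placenta, had a log2 fold change of 1.00 (standard error 0.119, edgeR adjusted p = 0.000331). Both belong to multigene families, so reads of close paralogs cannot be fully told apart. Markers of the remaining spongiotrophoblasts went both ways, since 5 of 48 tested members rose and 8 fell (5 and 8 adjusted over the list alone). Fxyd6, a regulator of the sodium pump, had a log2 fold change of -0.82 (standard error 0.0989, edgeR adjusted p = 0.000347). The focal adhesion protein Tns4 had a log2 fold change of -0.66 (standard error 0.102, edgeR adjusted p = 0.0013). For the first decidual subtype, 2 of 49 tested members rose and 4 fell (2 and 3 adjusted over the list alone), with S100a10, the partner of annexin A2, at -0.41 (edgeR adjusted p = 0.00385), a call that ended with the Y-linked covariate (edgeR adjusted p = 0.203, log2 fold change -0.30). The second decidual subtype had no marker that rose: 0 of 50 tested members rose and 5 fell (0 and 0 adjusted over the list alone). Antxr1, a receptor that binds collagen, had a log2 fold change of -1.41 (standard error 0.316, edgeR adjusted p = 0.0176), and edgeR adjusted p = 0.221 (log2 fold change -1.54) with the Y-linked covariate. Decidual markers as a group stood lowest in AP replicate 4, where the mean log2 level of the second subtype's markers was -1.65 relative to CON, against -0.415 to 0.123 in the other AP samples. Fisher's exact test gave adjusted p = 1.51e-19 for the higher type 1 markers and adjusted p = 1 for the lower markers of each decidual subtype. Across all members, the median log2 fold change was -0.17 (limma camera adjusted p = 0.236, and adjusted p = 0.882 with an estimated correlation) for the first decidual subtype and -0.42 (limma camera adjusted p = 0.000373, and adjusted p = 0.742 with an estimated correlation) for the second. Without AP replicate 3 the first passed as well (median -0.30, camera adjusted p = 0.0128, and adjusted p = 0.792 with an estimated correlation). The spongiotrophoblast markers had a median of -0.02 (limma camera adjusted p = 0.524), and -0.24 with the Y-linked covariate (camera adjusted p = 0.000173, and adjusted p = 0.665 with an estimated correlation).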

A similar trend of increased and decreased abundance was observed among other subtypes of spongiotrophoblast and decidual cell subtypes respectively, which did not reach statistical significance (Fig. 2a). After performing differential expression analysis on the bulk RNAseq data, comparing AP and Control samples, we detected an upregulation of some cell-specific signature genes, notably, macrophage, monocyte and granulocyte signature genes, as well as invasive spongiotrophoblast-specific genes in AP (Fig. 2b). Conversely, decidual, stromal and activated T-cell specific signature genes appeared to be downregulated in AP.

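Monocyte markers were mostly higher in AP, as 30 of 48 tested members rose and 0 fell (36 and 1 adjusted over the list alone). Cyp4f18, a leukotriene hydroxylase of leukocytes, was at 2.28 ± 0.613 CPM (SD, n = 4) in CON and 8.43 ± 0.615 CPM in AP, with a log2 fold change of 1.88 (standard error 0.178, edgeR adjusted p = 0.000114). Itgb2, which encodes the CD18 integrin chain, had a log2 fold change of 0.99 (standard error 0.138, edgeR adjusted p = 0.00075). Of the macrophage markers, 19 of 50 tested members rose and 2 fell (21 and 3 adjusted over the list alone). C3ar1, the receptor of the complement fragment C3a, had a log2 fold change of 1.15 (standard error 0.145, edgeR adjusted p = 0.000442). Gas6, a ligand of the TAM receptor kinases, fell from 39.2 ± 4.83 CPM to 19.2 ± 3.41 CPM (SD, n = 4 each, edgeR adjusted p = 0.000571). S100a9, a calprotectin subunit and granulocyte marker, rose from 7.14 ± 0.353 CPM to 15.5 ± 3.07 CPM (edgeR adjusted p = 0.000364). Among the invasive spongiotrophoblast genes, Prl7a2, a member of the prolactin family, had a log2 fold change of 1.11 (standard error 0.133, edgeR adjusted p = 0.000342) and Ceacam3 had a log2 fold change of 1.06 (standard error 0.129, edgeR adjusted p = 0.00036). Fisher's exact test gave adjusted p = 2.74e-12 for monocyte and 0.000524 for macrophage markers. When all 16 samples shared one fit, the calls of Itgb2 (edgeR adjusted p = 0.0976) and S100a9 (0.211) ended. With the paper's 4-fold threshold added, granulocytes had the most markers called higher, 2, and 0 of the 48 Fisher's exact tests passed (smallest adjusted p = 0.189, 1 test at an unadjusted p under 0.05).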

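Among the stromal markers Cd248, the endosialin of fibroblasts and pericytes, had a log2 fold change of -0.87 (standard error 0.108, edgeR adjusted p = 0.000428), from 14.8 ± 1.46 CPM in CON to 8.13 ± 0.886 CPM in AP (SD, n = 4 each). Genes of the decidual stroma, listed apart from the study's markers, went both ways, since 3 of 21 tested members rose and 2 fell (2 and 2 adjusted over the list alone). Igfbp4, which binds insulin-like growth factors, had a log2 fold change of -0.64 (standard error 0.105, edgeR adjusted p = 0.00169). Wnt4, a signal of decidualization, had a log2 fold change of -0.63 (standard error 0.111, edgeR adjusted p = 0.00237). Prl3c1, a prolactin family member of the decidua, had a log2 fold change of 0.63 (standard error 0.0837, edgeR adjusted p = 0.000604). The calls of Igfbp4 (edgeR adjusted p = 0.133, log2 fold change -0.40) and Wnt4 (0.158, -0.43) ended with the Y-linked covariate. Over that list the median log2 fold change was -0.17 (limma camera adjusted p = 0.339). Its mean level in AP replicate 4 was -1.13 on the log2 scale relative to CON. The activated T-cells of the paper are read here as the NKT column of Supplementary Table 2. Of these markers, 7 of 30 tested members rose and 1 fell (7 and 1 adjusted over the list alone). Tnfrsf18, which encodes the costimulatory receptor GITR, had a log2 fold change of 1.00 (standard error 0.207, edgeR adjusted p = 0.00533). Ccnd2, cyclin D2, had a log2 fold change of 0.54 (standard error 0.132, edgeR adjusted p = 0.0111). Both calls ended with the Y-linked covariate, at edgeR adjusted p = 0.0534 (log2 fold change 1.18) and 0.428 (0.28). Fisher's exact test gave adjusted p = 0.694 for higher and adjusted p = 1 for lower NKT markers. The median log2 fold change of the NKT markers was 0.33 (limma camera adjusted p = 0.0278, and adjusted p = 0.509 with an estimated correlation), a call that ended with the Y-linked covariate (camera adjusted p = 0.0638) and among genes with a mean of at least 5 CPM (0.113).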

**Figure 2:**
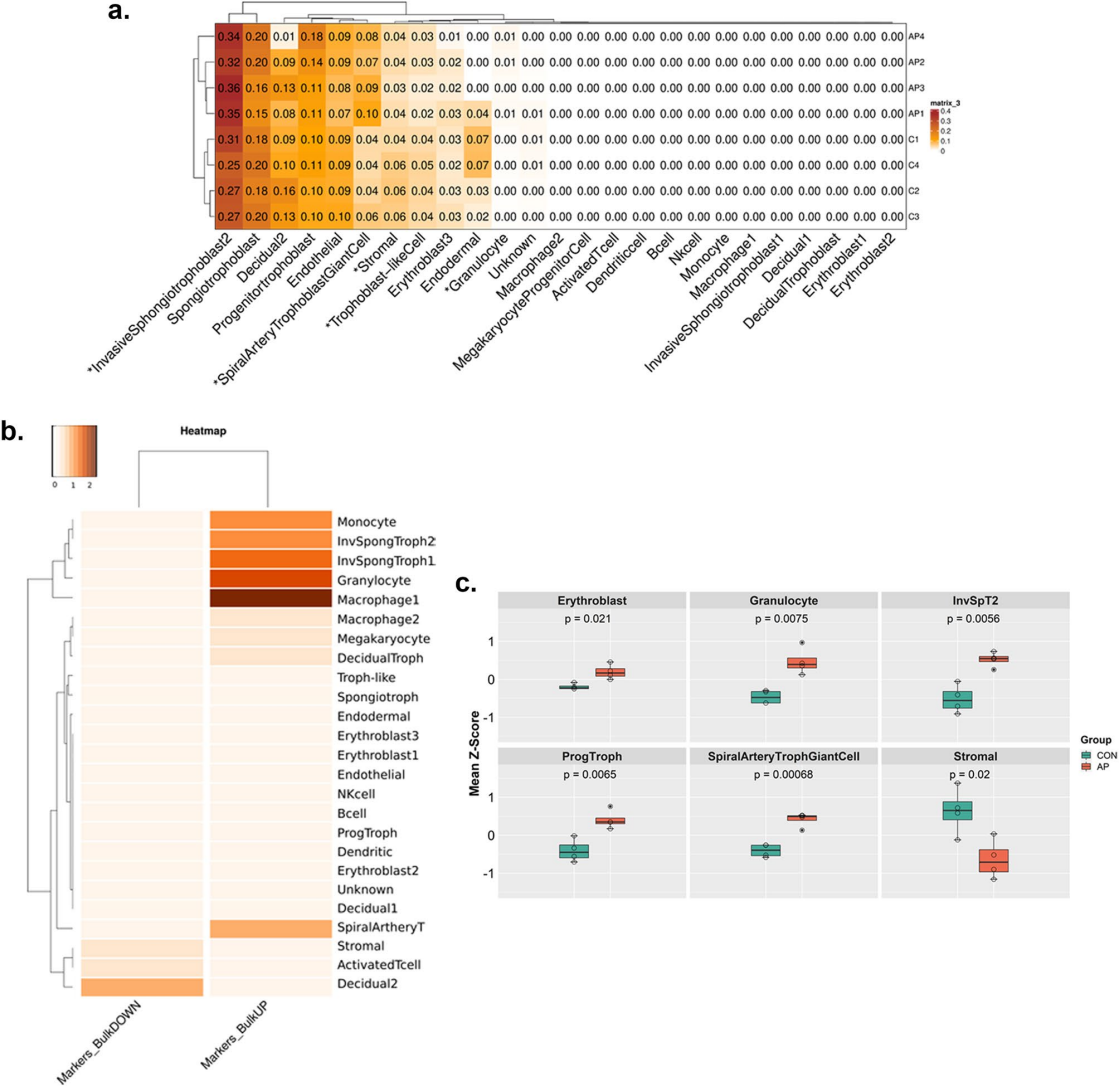
Deconvolution of Bulk RNA-Seq data. (**a**) Cell-type deconvolution of bulk RNAseq data based on pseudobulk scRNAseq as a reference. Numbers present a fraction of the total count. Stars represent an FDR-corrected significant difference (t-test) between the detected cell type fractions in AP (air pollution; n = 4 sequenced samples obtained from 6 pregnant mice) and CON (control; n = 4 sequenced samples obtained from 6 pregnant mice) at a level below 0.05. (**b**) Overlap between the 50 top marker genes for each tissue (Supplementary Table 2) type in the scRNAseq dataset and genes up- or downregulated in AP versus CON detected by bulk RNAseq (Supplementary Table 3). A higher value (depicted with darker color) represents a higher level of overlap. (**c**) Differential abundance of cell types based on z-scores calculated using cell specific marker genes from scRNAseq analysis which were significantly expressed among all samples and filtered by *p* value < 0.05. Students t-test was performed to calculate the significance between two groups InvSpT1 = Invasive Spongiotrophoblasts Type 1. InvSpT2 = Invasive Spongiotrophoblasts Type 2.

To validate the deconvolution results, we generated a z-score normalized expression matrix from bulk RNAseq using cell specific marker genes from our scRNAseq analysis. These markers were considered in the analysis if they had been found as being cell-type specific with a maximum *p* value < 0.05. 

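Of 25 cell types scored in the 8 samples, 4 were higher and 1 was lower in AP at an exact permutation p under 0.05. The higher ones were macrophages, monocytes, granulocytes and progenitor trophoblasts, and the lower one was trophoblast-like cells. The trophoblast-like score was -0.545 ± 0.434 (SD, n = 4) in AP and 0.545 ± 0.191 in CON, a difference of -1.09 (exact permutation p = 0.0286, adjusted p = 0.143). AP replicate 3 stood lowest, at -1.20, and all 4 AP samples lay below every CON sample. Over all 50 markers the median log2 fold change was -0.18 (limma camera adjusted p = 0.021, and adjusted p = 0.523 with an estimated correlation), a call that ended with the Y-linked covariate (camera adjusted p = 0.109) and without AP replicate 3 (0.0514). Each score is the mean of z-scores of the first 10 markers of the cell type in Supplementary Table 2, taken over the log2 of counts divided by size factors plus 1. Markers with no counts, or absent from the deposited counts, were left out. That left 4 markers for the first erythroblast cluster, 9 for the second and 6 for the cluster labelled Erythroid3. B cells were scored on 7 markers and the NKT cluster on 8. The test was two-sided and ran over all 70 assignments of the 8 samples to 4 and 4, whose smallest p is 0.0286. Adjusted over the 25 types, 0 passed, and the smallest adjusted p was 0.143. Without CON replicate 3 the count of types was 3, against 5.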

Although this method only provides relative and not absolute abundance estimates, it can evaluate the relative representation of various cell types in bulk RNAseq. This analysis further revealed a significantly enhanced representation of invasive spongiotrophoblasts and progenitor trophoblast cells among AP samples (Fig. 2c). 

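Invasive spongiotrophoblasts type 1 had a z-score of 0.635 ± 0.321 (SD, n = 4) in AP and -0.635 ± 0.586 in CON, a difference of 1.27 (exact permutation p = 0.0571, adjusted p = 0.159), with 3 of 4 AP samples above every CON sample. For type 2 the score was 0.476 ± 0.277 (SD, n = 4) in AP and -0.476 ± 0.527 in CON (exact permutation p = 0.0571, adjusted p = 0.159). Progenitor trophoblasts scored 0.480 ± 0.336 (SD, n = 4) in AP and -0.480 ± 0.413 in CON (exact permutation p = 0.0286, adjusted p = 0.143), with every AP sample above every CON sample. Ghrh, which encodes growth hormone-releasing hormone and is a progenitor marker, rose from 247 ± 31.2 CPM to 469 ± 17.5 CPM (SD, n = 4 each, edgeR adjusted p = 0.000146). Sct, secretin, had a log2 fold change of 0.89 (standard error 0.115, edgeR adjusted p = 0.000537). The desmosomal cadherin Dsc2 had a log2 fold change of 0.72 (standard error 0.0777, edgeR adjusted p = 0.000219). Of the progenitor trophoblast markers, 23 of 49 tested members rose and 2 fell (30 and 2 adjusted over the list alone) at an adjusted p under 0.05. In a list of spongiotrophoblast and glycogen cell genes 15 of 20 tested members rose and 2 fell (15 and 2 adjusted over the list alone). That list shares genes with the study's markers, such as Prl7a2, so it is not separate evidence. Among them, the adhesion molecule Ncam1 had a log2 fold change of 0.85 (standard error 0.101, edgeR adjusted p = 0.000331), the placental hormone gene Prl6a1 had a log2 fold change of 1.06 (standard error 0.142, edgeR adjusted p = 0.000615), and Plac1 had a log2 fold change of 0.70 (standard error 0.0924, edgeR adjusted p = 0.000582). Of pregnancy-specific glycoproteins, secreted by these cells, 14 of 21 tested members rose and 0 fell (15 and 0 adjusted over the list alone), with Psg18 at a log2 fold change of 1.05 (standard error 0.130, edgeR adjusted p = 0.000411). The glycoprotein list also holds the markers Psg25 and Ceacam3. Close paralogs in this family can share reads. Median log2 fold changes were 0.54 (limma camera adjusted p = 1.14e-12, and adjusted p = 0.509 with an estimated correlation) for type 1 markers, 0.48 (limma camera adjusted p = 3.96e-10) for type 2, 0.29 (limma camera adjusted p = 4.7e-07) for progenitors, 0.64 (limma camera adjusted p = 1.97e-05) for the spongiotrophoblast list and 0.64 (limma camera adjusted p = 4.23e-07) for the glycoproteins. Each of the last 4 also had adjusted p = 0.509 with an estimated correlation. Without CON replicate 1, the type 1 and type 2 scores passed (differences of 1.53 and 1.13, exact permutation p = 0.0286 each), and without AP replicate 4 the progenitor score did not (0.910, p = 0.0571). Unequal groups can give a p of 0.0571 in this test without overlapping. At that exact permutation p = 0.0286, type 2 also passed with all 50 markers (1.11), type 1 with shared markers left out (1.44), and both with z-scores over all 16 samples (1.23 for type 1 and 1.20 for type 2).

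**Figure D1:**
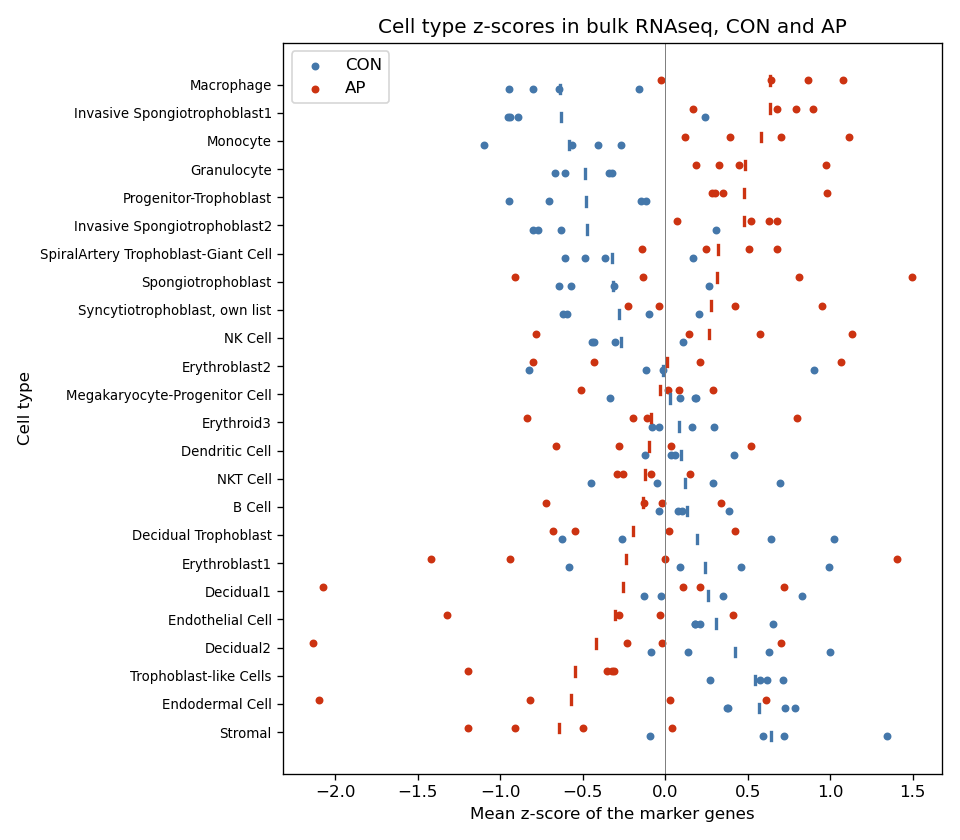
Mean z-score of the marker genes of each cell type (x axis, in SD units) in each CON and AP sample. Points are samples, 4 per group, short bars are group means, and for progenitor trophoblasts (means 0.480 and -0.480) the AP samples lie to the right of the CON samples.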

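Spiral artery trophoblast giant cells had a z-score of 0.323 ± 0.355 (SD, n = 4) in AP and -0.323 ± 0.343 in CON, a difference of 0.646 (exact permutation p = 0.0571, adjusted p = 0.159), with 3 of 4 AP samples above every CON sample. Serpinb9e, a relative of the granzyme B inhibitor, rose from 194 ± 11.6 CPM to 337 ± 36.9 CPM (SD, n = 4 each, edgeR adjusted p = 0.000217). Rgs17, which limits signalling through G proteins, had a log2 fold change of 0.56 (standard error 0.0666, edgeR adjusted p = 0.00033). Of parietal giant cell genes, another giant cell list that also holds Serpinb9e, 7 of 11 tested members rose and 0 fell (8 and 0 adjusted over the list alone). Among these, Prl2c5, a proliferin of the prolactin family whose close paralogs can share reads, had a log2 fold change of 0.59 (standard error 0.0936, edgeR adjusted p = 0.00139). The median log2 fold change was 0.46 (limma camera adjusted p = 1.23e-07, and adjusted p = 0.509 with an estimated correlation) for the markers of spiral artery giant cells and 0.50 (limma camera adjusted p = 9.12e-05, and adjusted p = 0.509 with an estimated correlation) for parietal giant cells. With all 50 markers in place of 10, the z-score difference was 0.969 (exact permutation p = 0.0286).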

A relevant increase of spiralarterytrophoblast giant cells was also noted in the AP group. We have also noticed a significant increase in erythroblasts which are the progenitors of red blood cells. Furthermore, we observed a significant reduction in the abundance of stromal cells in AP (Fig. 2c). These cell types depleted in AP are primarily responsible for the construction of the placental vasculature. Hence, an impaired vasculature due to air pollution exposure is apparent. 

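Erythroblast scores overlapped between the groups. The first erythroblast cluster had a z-score of -0.240 ± 1.25 (SD, n = 4) in AP and 0.240 ± 0.664 in CON (exact permutation p = 0.514, adjusted p = 0.612), the second 0.0123 ± 0.818 (SD, n = 4) in AP and -0.0123 ± 0.710 in CON (exact permutation p = 0.971, adjusted p = 0.971) and the third, labelled Erythroid3, -0.0861 ± 0.672 (SD, n = 4) in AP and 0.0861 ± 0.176 in CON (exact permutation p = 0.629, adjusted p = 0.683). The markers of these clusters include ribosomal protein genes. Of these Rps8 had a log2 fold change of 0.37 (standard error 0.0645, edgeR adjusted p = 0.00221), and Rps19 had a log2 fold change of 0.36 (standard error 0.0713, edgeR adjusted p = 0.0042), a call that ended with the Y-linked covariate (edgeR adjusted p = 0.0995, log2 fold change 0.36). For the first cluster 9 of 41 tested members rose and 0 fell (7 and 0 adjusted over the list alone), for the second 8 of 44 tested members rose and 0 fell (6 and 0 adjusted over the list alone), and for Erythroid3 9 of 43 tested members rose and 0 fell (8 and 0 adjusted over the list alone). Embryonic globins stood out. Hbb-y, the embryonic β-like globin, was at 4.41 ± 2.63 CPM (SD, n = 4) in CON and 168 ± 106 CPM in AP, with a log2 fold change of 5.24 (standard error 0.677, edgeR adjusted p = 0.00284). Hba-x, the embryonic α-like globin, rose from 2.32 ± 1.49 CPM to 34.9 ± 14.5 CPM (edgeR adjusted p = 0.00284). Hbb-bh1 had a log2 fold change of 3.21 (standard error 0.586, edgeR adjusted p = 0.00373). Neither Hba-x (edgeR adjusted p = 0.0509, log2 fold change 3.04) nor Hbb-bh1 (0.133, 2.40) passed with the Y-linked covariate. All 3 genes of this list rose (3 and 0 adjusted over the list alone), with a median of 3.89 (limma camera adjusted p = 0.00397, and adjusted p = 0.509 with an estimated correlation). All are in Supplementary Table 3, which was chosen on these samples, so the list is not independent evidence. Genes of adult erythroid cells did not follow, as 1 of 14 tested members rose and 0 fell (1 and 0 adjusted over the list alone), with a median of -0.03 (limma camera adjusted p = 0.897) and a mean of 0.07. The member that rose was Ermap, a blood group protein (log2 fold change of 0.98, standard error 0.167, edgeR adjusted p = 0.00266), and its call ended when all 16 samples shared one fit (edgeR adjusted p = 0.0774). Alas2, of heme synthesis, was at 199 ± 32.2 CPM (SD, n = 4) in CON and 164 ± 53.9 CPM in AP, with a log2 fold change of -0.28 (standard error 0.233, edgeR adjusted p = 0.399), and reached edgeR adjusted p = 0.0305 without AP replicate 1. The adult globin genes were listed at a count of 0 in all 16 samples, so they say nothing on blood content. Over the marker lists, medians were 0.13 (limma camera adjusted p = 0.0175, and adjusted p = 0.681 with an estimated correlation) for the first cluster, 0.07 (limma camera adjusted p = 0.0812) for the second and 0.16 (limma camera adjusted p = 0.00919, and adjusted p = 0.681 with an estimated correlation) for Erythroid3. The first did not pass without AP replicate 1 (camera adjusted p = 0.072) or AP replicate 3 (0.058), and the second passed with the Y-linked covariate (0.000173) and without CON replicate 1 (0.0474), CON replicate 3 (0.0364), AP replicate 2 (0.0296) or AP replicate 4 (0.0238), with adjusted p of 0.481 or more with an estimated correlation. Without AP replicate 1, the Erythroid3 z-score difference was -0.511 (exact permutation p = 0.0286), and with markers shared between types left out the first cluster differed by 0.930 (exact permutation p = 0.0286).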

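Stromal cells had a z-score of -0.641 ± 0.537 (SD, n = 4) in AP and 0.641 ± 0.587 in CON, a difference of -1.28 (exact permutation p = 0.0571, adjusted p = 0.159). Rbms3, an RNA-binding protein of mesenchymal cells, fell from 11.4 ± 1.39 CPM to 5.88 ± 1.05 CPM (SD, n = 4 each, edgeR adjusted p = 0.000982). Grb10, an imprinted inhibitor of growth factor signalling, had a log2 fold change of -0.50 (standard error 0.0859, edgeR adjusted p = 0.00227). Of collagen and elastic matrix genes 2 of 34 tested members rose and 13 fell (2 and 14 adjusted over the list alone). That list also holds the stromal marker Ltbp4, so it is not separate from the stromal markers. Podn, a small proteoglycan, had a log2 fold change of -2.08 (standard error 0.246, edgeR adjusted p = 0.000331). Fmod, fibromodulin, which binds collagen fibrils, had a log2 fold change of -0.93 (standard error 0.147, edgeR adjusted p = 0.00139). Of uterine smooth muscle genes, 0 of 16 tested members rose and 11 fell (1 and 13 adjusted over the list alone), with the actin-binding protein Synpo2 at a log2 fold change of -1.09 (standard error 0.163, edgeR adjusted p = 0.0011). Median log2 fold changes were -0.58 (limma camera adjusted p = 3.96e-08, and adjusted p = 0.509 with an estimated correlation) for stromal markers, -0.79 (limma camera adjusted p = 1.16e-05, and adjusted p = 0.523 with an estimated correlation) for the matrix list and -1.08 (limma camera adjusted p = 7.43e-05, and adjusted p = 0.509 with an estimated correlation) for uterine smooth muscle. The calls of Grb10 (edgeR adjusted p = 0.0831, log2 fold change -0.50), Fmod (0.076, -0.87) and Synpo2 (0.0784, -0.89) ended with the Y-linked covariate. With all 50 markers, the stromal z-score difference was -1.16 (exact permutation p = 0.0286).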

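Robo4, a guidance receptor of endothelial cells, fell from 24.8 ± 2.00 CPM to 17.4 ± 1.55 CPM (SD, n = 4 each, edgeR adjusted p = 0.0020). Eng, the TGF-β coreceptor endoglin, had a log2 fold change of -0.46 (standard error 0.0805, edgeR adjusted p = 0.00244). Adgrl4, an endothelial adhesion receptor, had a log2 fold change of -0.42 (standard error 0.0831, edgeR adjusted p = 0.00447). Over the endothelial list 2 of 23 tested members rose and 8 fell (2 and 9 adjusted over the list alone), and of the pericyte and vascular smooth muscle genes 1 of 14 tested members rose and 8 fell (1 and 9 adjusted over the list alone). Notch3, the receptor that keeps mural cells mature, had a log2 fold change of -0.83 (standard error 0.109, edgeR adjusted p = 0.000578). Myh11, smooth muscle myosin, had a log2 fold change of -1.30 (standard error 0.249, edgeR adjusted p = 0.00827), and its call ended with the Y-linked covariate (edgeR adjusted p = 0.224, log2 fold change -0.94) and when all 16 samples shared one fit (0.079). Angiogenic factors went both ways, as 4 of 22 tested members rose and 6 fell (4 and 10 adjusted over the list alone). Angpt1, which steadies vessels, had a log2 fold change of -0.82 (standard error 0.159, edgeR adjusted p = 0.00381), with edgeR adjusted p = 0.107 (log2 fold change -0.85) under the Y-linked covariate. Flt1, the VEGF receptor whose soluble form binds VEGF, rose from 1254 ± 173 CPM to 2271 ± 240.4 CPM (edgeR adjusted p = 0.00075). The median log2 fold change was -0.61 (limma camera adjusted p = 0.0017, and adjusted p = 0.509 with an estimated correlation) for pericyte genes, -0.07 (limma camera adjusted p = 0.146) for endothelial genes and -0.24 (limma camera adjusted p = 0.166) for angiogenic factors. The endothelial list passed with the Y-linked covariate (median -0.26, camera adjusted p = 4.92e-05) and without AP replicate 4 (0.0286), with adjusted p = 0.481 and 0.648 with an estimated correlation. From the lower abundance of cell types that build the placental vasculature, the paper reasons that the vasculature is impaired by the exposure.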

Cytotrophoblasts or progenitor trophoblasts are considered precursors of various invasive trophoblasts or syncytiotrophoblasts. However, these two subpopulations originate from different progenitors with distinct survival characteristics. In our study, we have not observed any alterations in either gene expression pattern or the abundance of these cell types (Fig. S3).

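Syncytiotrophoblast genes, taken from a list made here because Supplementary Table 2 has no such column, had a z-score of 0.278 ± 0.524 (SD, n = 4) in AP and -0.278 ± 0.401 in CON (exact permutation p = 0.143, adjusted p = 0.298). Syna, the syncytin that fuses trophoblasts into syncytium, was at 26.5 ± 7.80 CPM (SD, n = 4) in CON and 81.8 ± 17.4 CPM in AP, with a log2 fold change of 1.62 (standard error 0.235, edgeR adjusted p = 0.00284). Mfsd2a, a lipid transporter, had a log2 fold change of 0.79 (standard error 0.124, edgeR adjusted p = 0.00189). Vegfa, made by the syncytium, had a log2 fold change of -0.42 (standard error 0.101, edgeR adjusted p = 0.0101). None of these 3 calls held with the Y-linked covariate, at edgeR adjusted p = 0.0807 (log2 fold change 1.23), 0.0902 (0.55) and 0.431 (-0.21). Over the list 5 of 15 tested members rose and 2 fell (5 and 2 adjusted over the list alone), with a median log2 fold change of 0.21 (limma camera adjusted p = 0.0975). The list passed without CON replicate 3 (camera adjusted p = 0.0332) and without AP replicate 1 (0.0271), with adjusted p = 0.658 and 0.602 with an estimated correlation. Transcription factors of trophoblast progenitors included 3 that rose. Tfap2c had a log2 fold change of 0.47 (standard error 0.0857, edgeR adjusted p = 0.00287), Id2, an inhibitor of differentiation factors, had a log2 fold change of 0.49 (standard error 0.0720, edgeR adjusted p = 0.000976), and Cdx2, of trophoblast stem cells, had a log2 fold change of 0.70 (standard error 0.118, edgeR adjusted p = 0.00196). Tfap2c was at edgeR adjusted p = 0.0644 (log2 fold change 0.49) with the Y-linked covariate, and Cdx2 at 0.12 when all 16 samples shared one fit. Of that progenitor list 3 of 12 tested members rose and 0 fell (4 and 1 adjusted over the list alone), and its median was 0.01 (limma camera adjusted p = 0.438).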

### Immune cell abundance in AP-treated placentas

Apart from trophoblasts and other structural cells, bulk RNAseq revealed a significant increase in various immune cells including granulocytes, monocytes, B lymphocytes, macrophages and activated T-cells in AP samples compared to controls. 

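Granulocytes had a z-score of 0.485 ± 0.344 (SD, n = 4) in AP and -0.485 ± 0.179 in CON (exact permutation p = 0.0286, adjusted p = 0.143) and monocytes 0.583 ± 0.428 (SD, n = 4) in AP and -0.583 ± 0.363 in CON (exact permutation p = 0.0286, adjusted p = 0.143), with every AP sample above every CON sample in both. B cells scored -0.133 ± 0.441 (SD, n = 4) in AP and 0.133 ± 0.180 in CON (exact permutation p = 0.343, adjusted p = 0.504) and the NKT cluster -0.120 ± 0.202 (SD, n = 4) in AP and 0.120 ± 0.488 in CON (exact permutation p = 0.429, adjusted p = 0.571). In a list of neutrophil genes 9 of 16 tested members rose and 0 fell (10 and 0 adjusted over the list alone). The list shares genes with the granulocyte markers, such as S100a9, so it is not separate evidence. Clec4e, a pattern receptor of myeloid cells, was at 0.540 ± 0.322 CPM (SD, n = 4) in CON and 1.79 ± 0.286 CPM in AP, with a log2 fold change of 1.75 (standard error 0.346, edgeR adjusted p = 0.00428). Camp, the antimicrobial cathelicidin, had a log2 fold change of 2.03 (standard error 0.427, edgeR adjusted p = 0.00569). The chemokine receptor Cxcr2 had a log2 fold change of 0.55 (standard error 0.0955, edgeR adjusted p = 0.00227). With the Y-linked covariate, edgeR adjusted p was 0.0551 (log2 fold change 2.29) for Camp and 0.0757 (0.52) for Cxcr2. When all 16 samples shared one fit it was 0.0883 for Clec4e. The median log2 fold change was 0.56 (limma camera adjusted p = 5.06e-05, and adjusted p = 0.509 with an estimated correlation) over granulocyte markers and 0.95 (limma camera adjusted p = 8.26e-05, and adjusted p = 0.509 with an estimated correlation) over the neutrophil list. Neither passed among genes with a mean of at least 5 CPM (camera adjusted p = 0.207 and 0.113). The NKT difference, -0.241 with the markers at the top of its column, was 0.340 with all 50 markers and 0.781 with markers passing the gene filter (exact permutation p = 0.0286 each). It ran from -0.430 without CON replicate 1 to -0.118 without CON replicate 4. The monocyte difference did not pass without CON replicate 3 (1.11, exact permutation p = 0.0571), a p that unequal groups can give without overlapping.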

Maternal leukocytes of myeloid or lymphoid origin were also enriched in the decidual layer, predominantly among the samples of the AP group. 

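NK cell genes were above all CON samples in AP replicates 2 and 3 and within the CON range in AP replicates 1 and 4. Relative to CON, the mean log2 level of the list was 0.127, 1.27, 1.39 and -0.643 in AP replicates 1 to 4, and -0.746, 0.693, 0.0245 and 0.0287 in CON replicates 1 to 4. Prf1, the pore-forming perforin, was at 11.1 ± 5.79 CPM (SD, n = 4) in CON and 21.9 ± 14.7 CPM in AP, with a log2 fold change of 0.98 (standard error 0.674, edgeR adjusted p = 0.316). Gzme, a granzyme of uterine NK cells, had a log2 fold change of 0.87 (standard error 0.606, edgeR adjusted p = 0.324). Granzyme paralogs of this cluster can share reads. Il2rb, the receptor chain for IL-2 and IL-15, was the member that rose, with a log2 fold change of 0.85 (standard error 0.106, edgeR adjusted p = 0.000469). Over the list 1 of 10 tested members rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.81 (limma camera adjusted p = 0.208). The study's NK markers had a z-score of 0.267 ± 0.809 (SD, n = 4) in AP and -0.267 ± 0.259 in CON, a difference of 0.533 (exact permutation p = 0.257, adjusted p = 0.429). Of these markers 9 of 49 tested members rose and 3 fell (8 and 3 adjusted over the list alone). Arhgdib, an inhibitor of Rho GTPases in leukocytes, had a log2 fold change of 0.77 (standard error 0.0916, edgeR adjusted p = 0.000342). The transcription factor Klf4 had a log2 fold change of -0.59 (standard error 0.0751, edgeR adjusted p = 0.000469). Their median was 0.14 (limma camera adjusted p = 0.0509). Without AP replicate 4, the NK list had a median of 1.06 (camera adjusted p = 0.0105) and the markers a median of 0.18 (0.00788), against adjusted p = 0.591 and 0.58 with an estimated correlation, and the z-score difference was 0.931. That difference was 0.261 without AP replicate 3. The markers also passed without CON replicate 1 (camera adjusted p = 0.0307), CON replicate 2 (0.0251) or AP replicate 2 (0.0349), with RLE factors (0.0491) and with the Y-linked covariate (0.0394), with adjusted p of 0.667 or more with an estimated correlation.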

Our analysis of bulk RNAseq revealed an increase in the NK cell population among AP samples which was also supported by the scRNAseq data (Fig. 1e). In addition, data obtained from flow cytometry showed a significant increase in NK cells within the decidual fraction of the AP group (Fig. 3a). We have also identified activated T-cells, predominantly in the decidual layer (Fig. 3b). Using bulk RNAseq showed a significantly higher abundance of activated T-cells in the AP group (Fig. 3b), without any significant difference in expression between AP and CON in the scRNAseq data. 

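Few T cell genes changed. Itk, a kinase of T cell receptor signalling, rose from 0.573 ± 0.204 CPM to 2.36 ± 0.697 CPM (SD, n = 4 each, edgeR adjusted p = 0.00113). Il7r, the receptor of IL-7, had a log2 fold change of 1.32 (standard error 0.420, edgeR adjusted p = 0.0356). The costimulatory receptor Icos had a log2 fold change of 1.00 (standard error 0.392, edgeR adjusted p = 0.0765). Cd247, the ζ chain of the T cell receptor, had a log2 fold change of 0.97 (standard error 0.403, edgeR adjusted p = 0.0897). Over the T cell list, 2 of 11 tested members rose and 0 fell (1 and 0 adjusted over the list alone), and the median log2 fold change was 0.35 (limma camera adjusted p = 0.198). T cell receptor constant genes are not in the deposited table, and the 4 genes named here stood at low levels, 0.302 to 0.573 CPM in CON. The Il7r call ended with the Y-linked covariate (edgeR adjusted p = 0.262, log2 fold change 1.34), when all 16 samples shared one fit (0.119), and without CON replicate 2 (0.0986), CON replicate 3 (0.0883), CON replicate 4 (0.0914), AP replicate 1 (0.0523) or AP replicate 2 (0.101). Without AP replicate 1, Icos passed (0.0245).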

Activated T-cells usually secrete pro-inflammatory cytokines that can damage the placental structure, resulting in dysfunction, thereby impairing maintenance of pregnancy. Data obtained from flow cytometry also indicated a significant increase in CD8/cytotoxic T-cells within the junctional and labyrinthine regions of the placenta exposed to AP. A tendency towards an increased T-cell population is also evident in the decidual region of the same group (Fig. 3b) using flow cytometry, however, it was not significant. 

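Of the B cell genes listed, 2 passed the filter on low counts. Ebf1, a transcription factor of the B lineage, was at 5.38 ± 0.542 CPM (SD, n = 4) in CON and 3.96 ± 0.943 CPM in AP, with a log2 fold change of -0.45 (standard error 0.175, edgeR adjusted p = 0.0746). Cd79b, of the B cell receptor, had a log2 fold change of 0.21 (standard error 0.337, edgeR adjusted p = 0.666). For that list, 0 of 2 tested members rose and 0 fell (0 and 0 adjusted over the list alone), and the median was -0.12 (limma camera adjusted p = 0.572). Among the study's B cell markers, 3 of 23 tested members rose and 1 fell (2 and 1 adjusted over the list alone), with a median of 0.01 (limma camera adjusted p = 0.895) while the direction of the test was down. Foxp1, a transcription factor of B cells and many other tissues, had a log2 fold change of -0.66 (standard error 0.0886, edgeR adjusted p = 0.000618). Dendritic cell markers were more often higher than lower, as 12 of 36 tested members rose and 3 fell (14 and 5 adjusted over the list alone). Csf2rb, the shared receptor chain for GM-CSF and IL-3, fell from 17.1 ± 2.07 CPM to 6.81 ± 0.732 CPM (SD, n = 4 each, edgeR adjusted p = 8.36e-05). The dendritic median was 0.38 (limma camera adjusted p = 0.0767), Fisher's exact test for the higher markers gave adjusted p = 0.0293, and the z-score was -0.0978 ± 0.50 (SD, n = 4) in AP and 0.0978 ± 0.229 in CON (exact permutation p = 0.457, adjusted p = 0.571). MHC class II genes, through which dendritic and B cells present antigen, did not pass either, as 0 of 6 tested members rose and 0 fell (0 and 0 adjusted over the list alone). H2-Ab1 had a log2 fold change of -0.48 (standard error 0.179, edgeR adjusted p = 0.0665) and Cd74, the invariant chain, a log2 fold change of -0.34 (standard error 0.158, edgeR adjusted p = 0.122), and the list's median was -0.23 (limma camera adjusted p = 0.496). Leaving out 1 sample passed Ebf1 without AP replicate 2 (edgeR adjusted p = 0.0368) and H2-Ab1 without CON replicate 3 (0.0375). The dendritic list passed with the Y-linked covariate (camera adjusted p = 0.0282) and without CON replicate 2 (0.0421), CON replicate 4 (0.0495) or AP replicate 3 (0.0192), with adjusted p of 0.403 or more with an estimated correlation.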

We also observed small clusters of B-cells and dendritic cells from the scRNAseq analysis, but no differences were evident from bulk RNAseq or flow cytometry data analysis.

**Figure 3:**
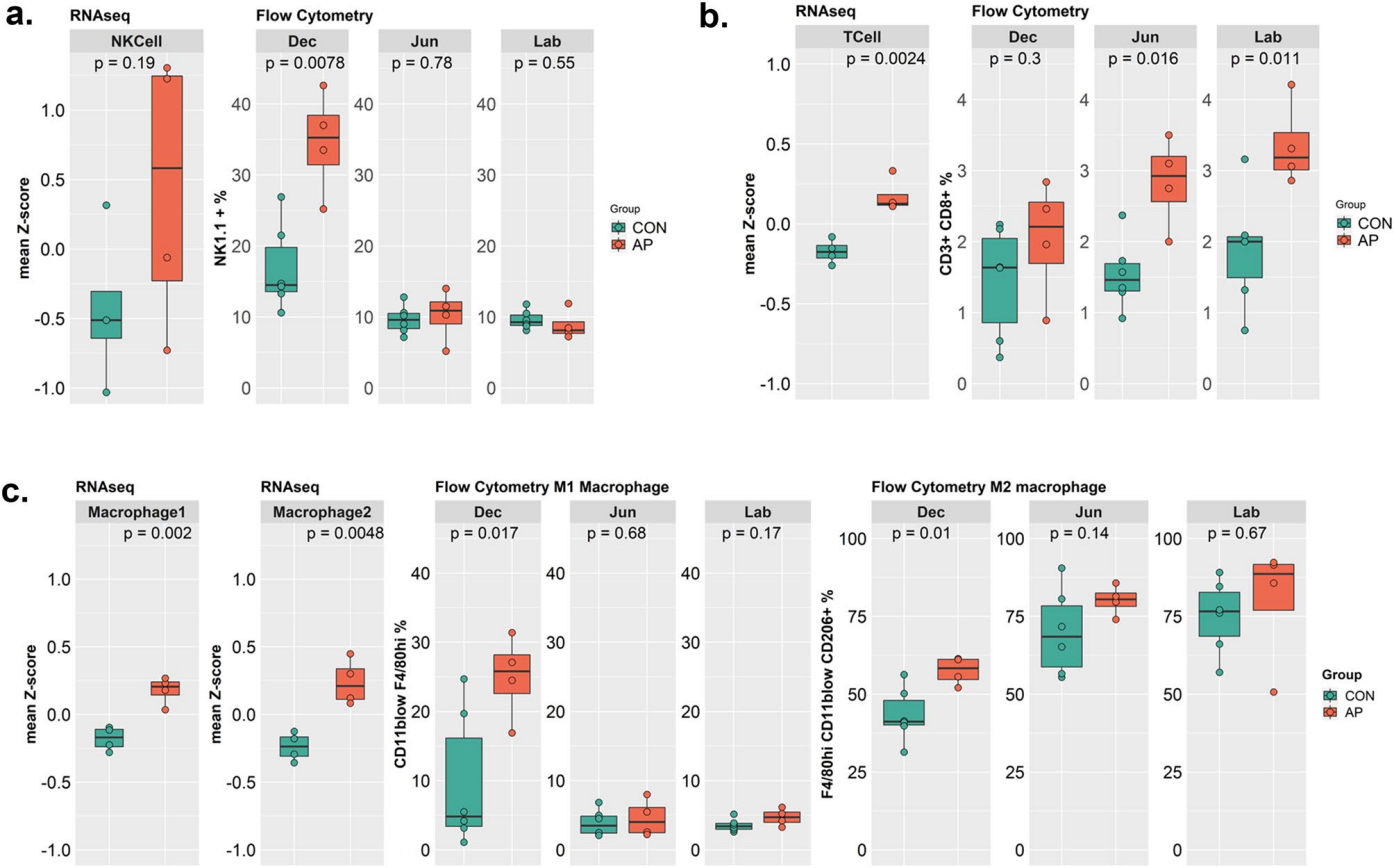
Abundance of various immune cells in different placental compartments: (**a**, **b**) showing the abundance of NK cells (**a**) and T cells (**b**) in placentas of CON or AP group based on Bulk RNA-seq (left panel; n = 4 sequenced from each group obtained from n = 6 pregnant mice) or Flow cytometry data (right panel; n = 6 from each group) from three different compartments of placentas. (**c**) abundance of total macrophages between CON and AP groups (left panel) as obtained from Bulk RNA-Seq and abundance of M1 and M2 macrophages from three different compartments of mouse placentas by Flow cytometry (right panel). Statistical analysis was undertaken using the Student’s t-test to compare AP versus CON groups with significance achieved at a *p* value < 0.05.

Besides NK and T-cells, the other predominant immune cells in the placenta are macrophages which act as primary antigen presenting cells, especially in the decidua during a normal pregnancy. Macrophages are tissue resident immune cells, regularly replenished by circulating monocytes, that exist in two different states of activation, defined as M1 and M2. We have observed higher representation of monocytes and macrophages in the decidual region of placenta and deconvolution of bulk RNAseq data revealed up-regulation of macrophage and monocyte specific genes. 

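Fcgr1, the high-affinity IgG receptor and a marker of both cell types, was at 1.97 ± 0.431 CPM (SD, n = 4) in CON and 5.67 ± 1.71 CPM in AP, with a log2 fold change of 1.52 (standard error 0.242, edgeR adjusted p = 0.00146). Ccl9, a chemokine of macrophages, had a log2 fold change of 1.40 (standard error 0.201, edgeR adjusted p = 0.000886). Igsf6, a receptor of myeloid cells, had a log2 fold change of 1.09 (standard error 0.172, edgeR adjusted p = 0.00141). Across all markers, the median log2 fold change was 0.66 (limma camera adjusted p = 3.94e-09, and adjusted p = 0.509 with an estimated correlation) for monocytes and 0.54 (limma camera adjusted p = 0.00123, and adjusted p = 0.575 with an estimated correlation) for macrophages. The macrophage markers did not pass among genes with a mean of at least 5 CPM (median 0.02, camera adjusted p = 0.685). The Fcgr1 call ended with the Y-linked covariate (edgeR adjusted p = 0.0938, log2 fold change 1.08). In one fit of all 16 samples, Ccl9 was at edgeR adjusted p = 0.0519 and Igsf6 at 0.0741.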

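The macrophage z-score in whole placentas was 0.639 ± 0.479 (SD, n = 4) in AP and -0.639 ± 0.341 in CON, a difference of 1.28 (exact permutation p = 0.0286, adjusted p = 0.143), with every AP sample above every CON sample. Without any one CON sample, the macrophage difference stayed between 1.23 and 1.35 with an exact permutation p = 0.0571. Unequal groups can give that p without overlapping, so it does not show that the groups overlapped. With all 50 markers in place of 10 it was 0.684, at the same exact permutation p = 0.0571.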

Although layer or region-specific location and cell subtype specific information are missing from the bulk RNAseq analysis, the overall representation of various macrophages was increased in AP. We found two distinct clusters of macrophages and both of them were significantly increased in AP samples (Fig. 3c), although these two cell types could not be defined as M1 and M2 macrophages in the current dataset. Moreover, flow cytometry showed significant enrichment of both M1 and M2 macrophages, especially in the decidual layer among the AP samples (Fig. 3c).

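In a list of known macrophage genes 14 of 23 tested members rose in AP and 2 fell (16 and 2 adjusted over the list alone). It shares genes with the study's markers, such as Fcgr1, so it is not separate evidence. C1qb, a chain of complement C1q made by macrophages, was at 8.71 ± 1.62 CPM (SD, n = 4) in CON and 19.4 ± 4.68 CPM in AP, with a log2 fold change of 1.15 (standard error 0.184, edgeR adjusted p = 0.00225). The scavenger receptor Marco rose from 0.235 ± 0.0772 CPM to 3.14 ± 2.93 CPM (edgeR adjusted p = 0.00808). Adgre1, which encodes the F4/80 antigen, had a log2 fold change of 1.08 (standard error 0.198, edgeR adjusted p = 0.00298). Lyve1, a hyaluronan receptor of resident macrophages and lymphatic endothelium, went the other way, with a log2 fold change of -1.12 (standard error 0.121, edgeR adjusted p = 0.000247). Supplementary Table 2 holds one macrophage column, so its clusters were not scored apart. Over the list the median log2 fold change was 0.99 (limma camera adjusted p = 0.000188, and adjusted p = 0.509 with an estimated correlation). With the Y-linked covariate, edgeR adjusted p was 0.0728 (log2 fold change 1.09) for C1qb, 0.204 (2.64) for Marco and 0.108 (0.94) for Adgre1, and Adgre1 was at 0.0622 when all 16 samples shared one fit.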

### Differentially expressed gene (DEG) analysis from bulk RNAseq data

Next, we set out to analyze the bulk gene expression and identify genes influenced by AP exposure. We observed 118 differentially expressed genes (DEGs) in bulk RNAseq out of which 48 genes were significantly upregulated and 70 genes were downregulated in placentas of mice exposed to AP (Fig. 4a and Supplementary Table 2). 

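Ceacam9, a placental member of the carcinoembryonic antigen family whose paralogs can share reads, was at 1.15 ± 0.372 CPM (SD, n = 4) in CON and 13.1 ± 1.92 CPM in AP, with a log2 fold change of 3.49 (standard error 0.213, edgeR adjusted p = 2.8e-05). It lies on chromosome 7 from 16721929 to 16726110 of GRCm38, the assembly of mm10. Cyp1a1, the cytochrome that the aryl hydrocarbon receptor induces on exposure to polycyclic aromatic hydrocarbons, had a log2 fold change of 4.21 (standard error 0.453, edgeR adjusted p = 0.000602), from 0.472 ± 0.337 CPM in CON to 9.09 ± 3.58 CPM in AP. Its gene lies on chromosome 9 from 57687928 to 57703824. Hmox1, heme oxygenase of the oxidative stress response, had a log2 fold change of 1.18 (standard error 0.0880, edgeR adjusted p = 5.48e-05), and lies on chromosome 8 from 75093618 to 75100593. Spag5, a protein of the mitotic spindle, had a log2 fold change of 1.99 (standard error 0.152, edgeR adjusted p = 5.48e-05). Dna2, a nuclease and helicase of DNA replication, had a log2 fold change of 1.54 (standard error 0.112, edgeR adjusted p = 5.48e-05). The lowest p among genes that fell belonged to Ltbp3, a latent TGF-β binding protein, at 152 ± 6.47 CPM (SD, n = 4) in CON and 56.3 ± 4.50 CPM in AP and with a log2 fold change of -1.43 (standard error 0.0701, edgeR adjusted p = 6.34e-06). Bmp4, a signal of tissue patterning, had a log2 fold change of -1.53 (standard error 0.0991, edgeR adjusted p = 2.8e-05). Gprc5a, a receptor induced by retinoic acid, had a log2 fold change of -1.05 (standard error 0.0658, edgeR adjusted p = 2.8e-05). Spire2, an actin nucleator, had a log2 fold change of -2.64 (standard error 0.178, edgeR adjusted p = 2.8e-05). Tph1, the first enzyme of serotonin synthesis, fell from 52.7 ± 37.5 CPM to 4.42 ± 4.37 CPM (edgeR adjusted p = 0.0403). That call ended with the Y-linked covariate (edgeR adjusted p = 0.467, log2 fold change -2.21), without the gene filter (0.0549), and without CON replicate 1 (0.0877), CON replicate 2 (0.0623), CON replicate 4 (0.0932), AP replicate 2 (0.0854), AP replicate 3 (0.10) or AP replicate 4 (0.0653). Of the 118 genes of Supplementary Table 3, 86 passed the filter on low counts. All 86 had the direction listed there, 75 passed edgeR's test and 71 of these changed over 4-fold. Of the list 31 passed with the Y-linked covariate and 15 among genes with a mean of at least 5 CPM. The study chose that list on these samples, so the count is not independent evidence.

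**Figure D2:**
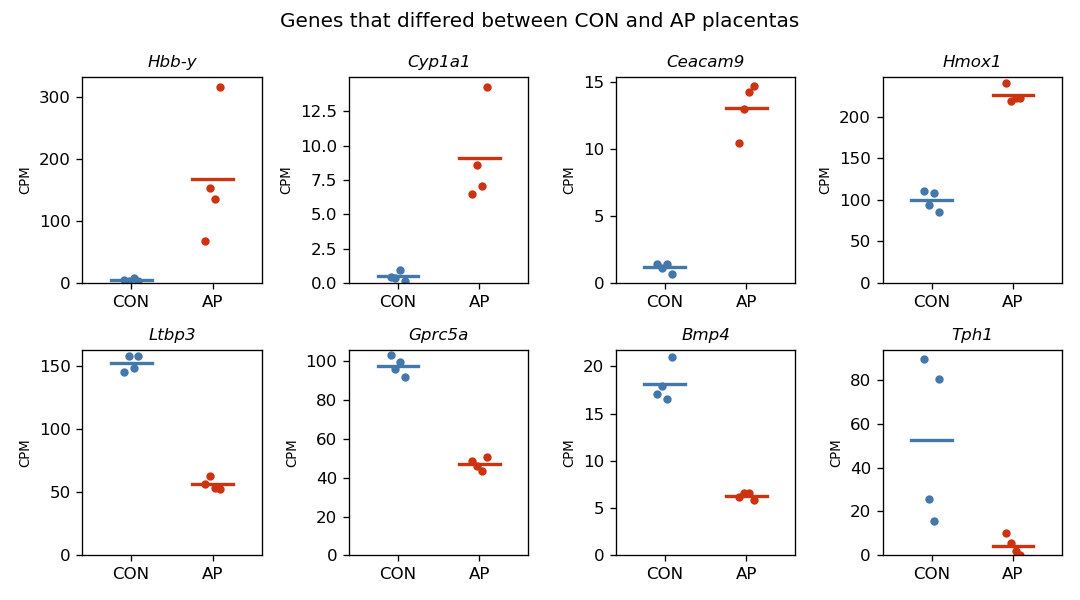
CPM (y axis, linear, from 0) of 8 genes in each of the 4 CON and 4 AP samples. Points are samples and bars are group means, which for Ceacam9 are 1.15 CPM in CON and 13.1 CPM in AP.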

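At an adjusted p under 0.05 alone, edgeR called 4360 of 14691 genes, 29.7%, with 6215 at an unadjusted p under 0.05. CPM did not overlap between the 4 CON and 4 AP samples for 4691 genes, 31.9%, where chance gives 2.86%, and 3877 of these were among the called genes. With a fold difference over 4 as well, 73 genes remained, 30 higher and 43 lower in AP. The genes left included Cd5l, a macrophage-secreted protein (log2 fold change of 3.63, standard error 0.746, edgeR adjusted p = 0.010), and, lower in AP, Slc13a5, a citrate transporter (log2 fold change of -2.66, standard error 0.417, edgeR adjusted p = 0.00156), and Endou, a placental endoribonuclease (log2 fold change of -2.47, standard error 0.239, edgeR adjusted p = 0.000221). The calls of Cd5l and Slc13a5 ended with the Y-linked covariate, at edgeR adjusted p = 0.221 (log2 fold change 2.62) and 0.103 (-2.05). The count over 4-fold was 215 without AP replicate 1, the one AP sample with Y-linked reads, 126 without the filter on low counts, and 36 with the Y-linked covariate. Tested against a 4-fold difference itself with edgeR's glmTreat, 1 gene was called.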

We used an FDR value of < 0.05 and a fold difference of > 4 in selecting DEGs to minimize false positive outcomes. 

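Chemokines and inflammatory cytokines were higher in AP, as 12 of 22 tested members rose and 1 fell (15 and 1 adjusted over the list alone). Ccl3, which draws monocytes and lymphocytes, was at 0.282 ± 0.138 CPM (SD, n = 4) in CON and 2.53 ± 1.25 CPM in AP, with a log2 fold change of 3.14 (standard error 0.468, edgeR adjusted p = 0.00129). Cxcl2, which draws neutrophils, had a log2 fold change of 3.05 (standard error 0.721, edgeR adjusted p = 0.014), while Csf1, the growth factor of macrophages, fell (log2 fold change of -0.66, standard error 0.0906, edgeR adjusted p = 0.000701). Interferon response genes followed, since 11 of 29 tested members rose and 1 fell (12 and 1 adjusted over the list alone). Isg15, a ubiquitin-like protein induced by interferon, rose from 25.9 ± 1.43 CPM to 46.5 ± 2.92 CPM (edgeR adjusted p = 7.92e-05). Of the genes of DNA replication and mitosis 4 of 40 tested members rose and 1 fell (3 and 0 adjusted over the list alone). Mcm3, of the replicative helicase, had a log2 fold change of 0.44 (standard error 0.119, edgeR adjusted p = 0.0187). Genes of ribosome biogenesis and MYC targets had none lower, as 14 of 31 tested members rose and 0 fell (14 and 0 adjusted over the list alone), with the chaperonin Cct2 at a log2 fold change of 0.41 (standard error 0.0603, edgeR adjusted p = 0.00101). Likewise, 12 of 22 tested members rose and 0 fell (13 and 0 adjusted over the list alone) in the unfolded protein response, and Creld2, a chaperone of the endoplasmic reticulum, had a log2 fold change of 1.32 (standard error 0.106, edgeR adjusted p = 6.87e-05). Median log2 fold changes were 1.07 (limma camera adjusted p = 0.000603, and adjusted p = 0.509 with an estimated correlation) for chemokines, 0.27 (limma camera adjusted p = 0.00236) for interferon genes, 0.21 (limma camera adjusted p = 0.0326, and adjusted p = 0.681 with an estimated correlation) for DNA replication, 0.21 (limma camera adjusted p = 1.58e-05) for MYC targets and 0.46 (limma camera adjusted p = 1.36e-06) for the unfolded protein response. For the interferon, MYC and unfolded protein lists too, adjusted p = 0.509 with an estimated correlation. Among genes with a mean of at least 5 CPM, the chemokine median was -0.37 (camera adjusted p = 0.685). DNA replication did not pass with the Y-linked covariate (camera adjusted p = 0.679) or without CON replicate 1 (0.114) or AP replicate 4 (0.0946). With the Y-linked covariate, edgeR adjusted p was 0.289 (log2 fold change 0.37) for Mcm3 and 0.0621 (0.36) for Cct2. Mcm3 was at 0.0578 without CON replicate 4, and Cxcl2 at 0.0576 when all 16 samples shared one fit. The Hallmark sets of the paper were not used here.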

Gene Set Enrichment Analysis (GSEA)^35^ using all expressed genes showed positive enrichment of pathways related to inflammation and proliferation typical for lymphocytes and Natural Killer (NK) cells including Allograft Rejection, Inflammatory Response, E2F Targets, Myc-Targets-V1 in the AP group versus CON (Fig. 4b). Conversely, pathways related to signaling in general or development were reduced in AP compared to CON. 

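Immediate early genes, which answer growth factor and stress signals, were lower in AP, as 0 of 19 tested members rose and 9 fell (0 and 10 adjusted over the list alone). Klf2, a transcription factor induced by blood flow, was at 45.1 ± 2.35 CPM (SD, n = 4) in CON and 30.7 ± 1.58 CPM in AP, with a log2 fold change of -0.56 (standard error 0.0659, edgeR adjusted p = 0.000332). Their median was -0.30 (limma camera adjusted p = 0.0213, and adjusted p = 0.509 with an estimated correlation). Genes that Fig. 4a labels on the lower side included Efhd1, a mitochondrial calcium-binding protein (log2 fold change of -1.10, standard error 0.123, edgeR adjusted p = 0.000258), the matrix metalloprotease Mmp10 (log2 fold change of -1.49, standard error 0.188, edgeR adjusted p = 0.000464) and the vasoconstrictor gene Edn2 (log2 fold change of -1.91, standard error 0.446, edgeR adjusted p = 0.0181). Emilin1, an elastic fibre glycoprotein, went against most matrix genes, with a log2 fold change of 0.62 (standard error 0.0973, edgeR adjusted p = 0.00137). The immediate early list did not pass with the Y-linked covariate (camera adjusted p = 0.0551), nor did Edn2 (edgeR adjusted p = 0.33, log2 fold change -1.33) and Emilin1 (0.0746, 0.51). Mmp10 was at edgeR adjusted p = 0.0537 when all 16 samples shared one fit.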

Pregnancy involves close apposition of two disparate tissues: the uterus and placenta. The tenets of transplantation immunology predict that the placenta along with the fetus would be rejected like all genetically mismatched organ transplants. However, there are mechanisms in place which attenuate immune surveillance of the fetal–maternal interface during gestation by minimizing exposure to maternal T-cells and activation of NK and activated T-cells, thereby producing immune tolerance. In the present study, this attenuation of immune surveillance may be lost in response to AP exposure, setting the stage for pregnancy related adverse outcomes.

**Figure 4:**
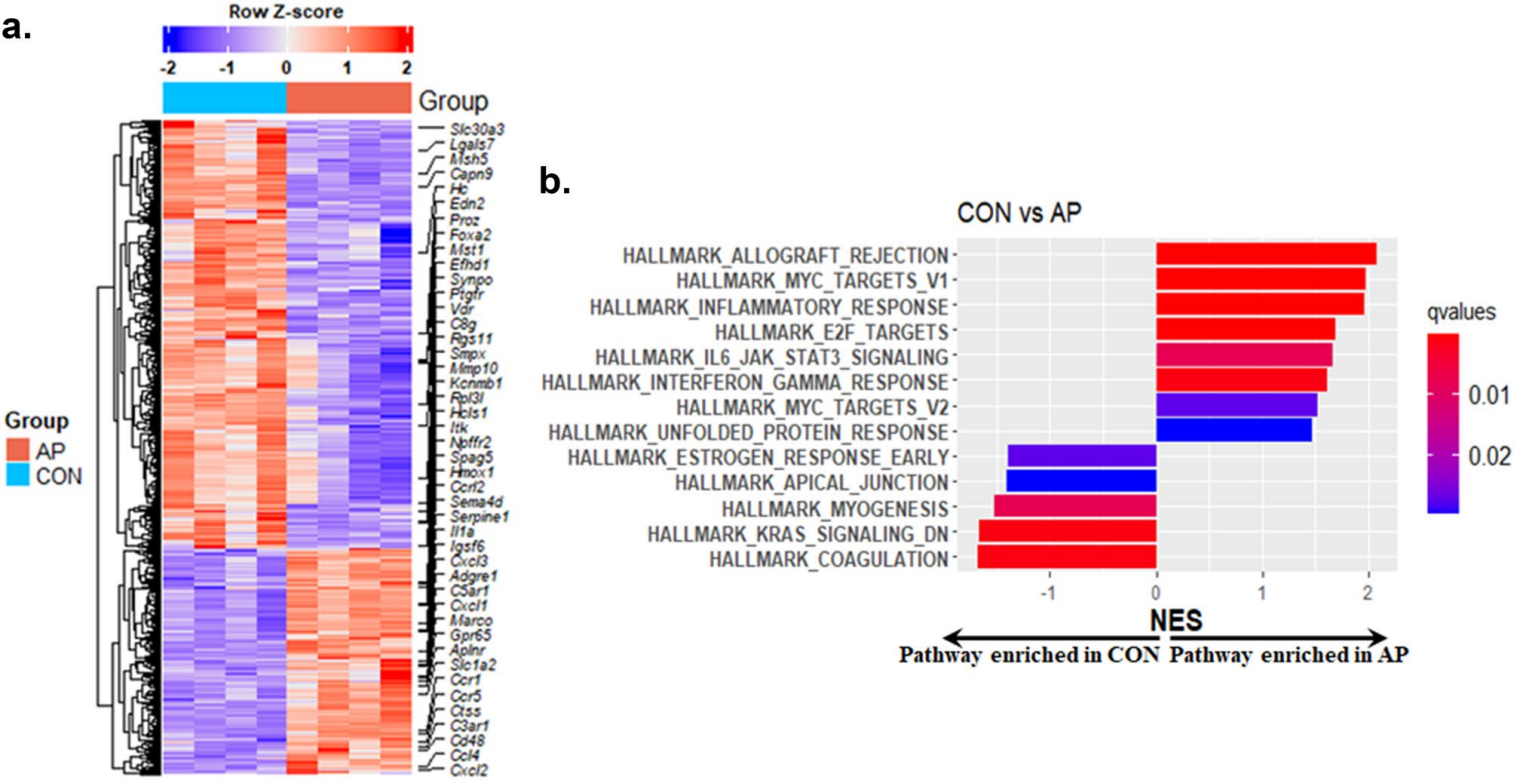
(**a**) Differentially expressed genes (DEGs) obtained from placental samples of control (CON) and air pollution (AP) exposed mice. DEGs were selected based on FDR < 0.05 and Log2Foldchange > 2. Genes which are part of any of the pathways in the right panel have been labeled. A full list of differentially expressed genes can be found in Supplementary Table 3. (**b**) List of Hallmark pathways positively or negatively enriched between AP and CON groups obtained using GSEA are shown.

## Discussion

A strong association between exposure to particulate matter (PM) pollutants found in traffic related air pollutants, and pregnancy complications such as preterm labor or pre-eclampsia has been reported previously, indicating a pivotal role for placental dysfunction leading to these conditions^6,7,36^. However, these associative studies lack information regarding the cellular mechanisms responsible for such outcomes. Exposure to a low level of PM (namely PM_2.5_) is known to damage trophoblast cells either by direct cellular endocytosis of PM or due to a local oxidative stress or inflammatory response to the particle and other components such as endotoxins or poly aryl hydrocarbons (PAHs), within the pollutants^6,7,12,29,36,37^. The placenta is essential for a successful pregnancy and for maintaining the health of both mother and fetus. The mature placenta is heterogeneous in nature with a panoply of diverse cell types expressing unique transcriptomes^38,39^. However, conventional bulk RNAseq can provide an average expression of signals for an ensemble of cells, without distinguishing between the cell types. We therefore aimed to resolve this issue by adopting scRNAseq using single cell suspensions obtained from three different compartments of the placenta. While scRNAseq is a useful tool for identifying cell-type specific profiles and detecting markers, this technique is usually computationally challenging with a low signal to noise ratio due to the high variability. This method is also not ideal for characterizing the cell type proportion from a solid tissue as the cell dissociation process by itself can introduce bias as larger cells such as the syncytiotrophoblasts may be excluded by the 10X genomic platform^40^. By contrast, bulk RNA-seq measures the average expression of genes from all cell types, an outcome of cell type specific gene expression weighted more by the cell type proportion, and provides a better sequencing depth, thereby increasing the resolution of gene expression analysis. Hence, bulk RNA-seq is more cost-effective when evaluating adequate numbers of biological replicates in order to attain sufficient experimental power. However, unlike scRNAseq, bulk RNA-seq lacks cell- or region-specificity, which could be important to the clinical condition as certain cell types may be more involved than others in a specific response. In our study, scRNAseq data obtained from placenta of AP exposed mice showed damaged trophoblast and placental vasculature along with inflammation. These findings were further validated by estimating the abundance of each placental cell type from bulk transcriptional profiles of heterogeneous samples using signature genes derived from the scRNAseq analysis. Since, neither of these methods are ideal, each having their own limitations, and the fact that certain placental cells, namely trophoblasts, are highly heterogeneous, we used a combined approach utilizing signature genes and cell type abundance inferred by deconvolution of bulk RNAseq. In addition, we used flow cytometry to assess the abundance of immune cells arising from three different placental compartments. We noticed some discrepancies in the cell abundance of macrophages and granulocytes detected by scRNAseq and estimated by bulk RNAseq/Flow cytometry. There can be multiple sources of these discrepancies, such as technical bias or lack of biological replicates in the scRNAseq or inadequate cell-proportion estimation from bulk RNAseq. These limitations highlight the importance of employing multiple methodologies to verify cell abundances when estimating tissue heterogeneity.

Multiple immune cell types including different leukocyte subtypes are recruited into different compartments of the placenta in response to chemokine gradients created by trophoblasts or stromal cells^41–43^. Although these leukocytes are present throughout pregnancy, their abundance changes temporally with a reduction at term. Most of the immune cells in the decidual layer of the placenta are NK cells that regulate vascularization, thereby establishing utero-placental vascular connection and ensuring adequate blood flow from mother to fetus^44,45^. The presence of inflammation during pregnancy abnormally activates NK cells with perforin secretion, which is one of the main mediators of cytotoxicity. Mounting evidence has also linked adverse NK cell activation to reproductive failure in human and mouse^45–52^. In our study, we detected an increased abundance of NK cells in AP exposed placentas which can in turn adversely affect the placental cells that contribute towards maintaining its architecture and thereby normal structure.

We have also observed increased numbers of M1 macrophages in the decidua, and CD8 T-cells in response to AP exposure. M1 macrophages act as antigen presenting cells and skew the T cell response towards TH1 mediated cellular immune response^53^. Accumulation of macrophages, plasma cells and T lymphocytes in the placenta have been reported in response to certain inflammatory conditions, such as chronic decidualitis, villitis of unknown etiology (VUE) and at times even in chronic chorioamnionitis^54^. Of note, T cell accumulation is also observed in solid organ transplant rejection^55^. VUE, is an inflammatory state described to mimic graft rejection, and noted in maternal auto-immune disorders^56–58^, which often complicates a pregnancy and at times leads to preterm labor. Normal pregnancies are characterized by immunological tolerance of the allogenic fetus, which is mediated by the absence or scarce presence of classical MHC class I receptors on placental trophoblasts designed to prevent NK or T cell mediated cytotoxic targeting within the decidua^45,59,60^. In the case of AP exposure, in our present study, we have seen increased numbers of cytotoxic CD8+ T cells not only in the decidua but also in the junctional and labyrinthine regions of the placenta.

GSEA analysis showed positive enrichment of the allograft rejection pathway and immune response pathway genes (predominantly expressed by macrophages or lymphocytes) in placentas exposed to AP. Besides M1 macrophages, there is also an increased abundance of M2 macrophages in the decidual region of AP placentas. Unlike M1, M2 macrophages are immunosuppressive and facilitate tissue remodeling^53^. In parallel, increased abundance of progenitor trophoblasts and various subtypes of invasive spongiotrophoblasts were detected in response to AP exposure. These findings support a compensatory M2 response geared towards reducing the encountered AP induced inflammation whereas actively dividing trophoblasts may target the rebuilding of placental vasculature^61^ or the overall placental architecture. Alternately, the AP induced increase in progenitors may signify a downstream arrest in cellular maturation leading to premature yet terminal differentiation of certain trophoblastic cell types. It is intriguing to apply a similar analysis by deploying insights gained from scRNAseq towards deconvoluting bulk RNA-seq analyses from other conditions known to adversely affect placental vasculature and structural components, as encountered in our previous studies related to maternal caloric restriction induced reduction in uteroplacental blood flow^26^, or in murine models of pre-eclampsia^62^, and in genetically modified mouse models culminating in fetal growth restriction^63^. In addition to the advantage of applying such deconvolution strategies to other murine conditions of clinical significance in the human, the addition of spatial transcriptomics in the future may help decipher the spatial configuration of various identified cell types within their normal habitat within the placenta^64^, shedding additional light on the clinical problem at hand.

We did not examine the timing of birth or other birth outcomes as has previously been reported in rodents by others, where resorption of embryos, preterm birth and reduction in fetal weights emerged, in response to pre-gestational and gestational air pollution exposure^29,65–67^. In addition, while we did not decipher any changes in litter size or placental weights at gestational day 19, similar to previous reports^29,66^. We preliminarily observed cellular necrosis and hemorrhages histologically in placentas exposed to AP versus CON. In addition, we noted that a single dimensional immunohistochemical analysis of immune cells within placental tissue sections using antibodies against specific markers proved insensitive in detecting differences between the two groups, necessitating scRNAseq and flow cytometric analyses as described above.

Although the current study is limited due to pooling of biological replicates into a single sample to meet the requisite cell numbers necessary for scRNAseq, combining scRNAseq and bulk RNAseq along with Flow cytometry provides a good toolbox to characterize the effects of AP exposure on the placenta at the cellular and molecular levels. The cellular changes we have observed could provide the missing link between adverse pregnancy outcomes such as initiation of preterm labor or pre-eclampsia and AP exposure, thereby helping focus the development of preventive strategies for at-risk pregnancies.

## Materials and methods

### Preparation of particulate matter (PM), experimental animals and exposure

The Airborne PM of Standard Reference Material (SRM1649b) was purchased from the National Institute of Standards and Technology (Gaithersburg, MD, USA). Prior to exposure, SRM1649b was re-suspended in sterile saline and sonicated for 15 min to obtain a final concentration of 15 μg/µL, and ensuring uniform suspension of dissoluble PAHs, PCBs, and inorganic constituents with a heterogeneous PM size reduced to a range between ~ PM_2.5_ and ~ PM_10_, thereby mimicking traffic-related air pollutants. C57BL/6J mice obtained from Jackson Laboratories were housed in filter-topped cages under dark:light 12:12(h) cycling conditions with ad lib access to water and chow diet (TD. 06414, Harlan Teklad Laboratories, Indianapolis, IN, USA) within the University of California Los Angeles Animal Care Facility. Female mice were administered SRM1649b intranasally under light restraint, beginning from 2 months prior to gestation until 18th day of gestation (G18; term being ~ G21) every third day or daily during gestation only (G1–G18). The experimental group received 20 μL (10 μL/nares) of SRM1649b (300 μg/day/mouse) suspension while the control group received 20 μL of sterile saline^68^. Placentas were collected at gestational d19, following laparotomy and hysterectomy, under 4% for induction and 1.25 to 1.5% for maintenance of the inhalational isoflurane anesthesia. Protocols for the care and use of mice were approved by the Animal Research Committee of the University of California following the guidelines provided by the National Institutes of Health. The study was carried out in compliance with the ARRIVE guidelines^69^.

### RNA extraction and library preparation for bulk RNAseq

RNA was extracted with Direct Zol RNA MiniPrep kit from Zymo (R2050, USA) using manufacturer’s instructions. RNA sequencing libraries were prepared using KAPA Stranded mRNA sequencing kit (# KK8420; Kapa Biosystem, Cape Town, South Africa) following manufacturer’s protocol. Briefly, 100 ng of total RNA from each sample was used as the starting material with biological quadruplicates from each group. mRNA was captured using magnetic oligo-dT, fragmented by heat and Mg, and reverse transcribed to cDNA using random primers. After 2nd strand synthesis, cDNA was end-repaired, index adapter-ligated and PCR amplified. SPRIselect beads (# B23318, Beckman Coulter, Indianapolis, IN, USA) were used to purify nucleic acids after each step of the library preparation. RNA sequencing libraries were sequenced by the HiSeq-4000 sequencer (Illumina Inc.; San Diego, CA, USA).

### Bulk RNAseq analysis

Raw sequences were demultiplexed using a custom script. The demultiplexed fastq files are available at GEO (GSE178233). Quality of the raw fastq files was reviewed using FastQC^70^. Single end reads from individual libraries were aligned to the mouse reference genome (mm10) using STAR-2.6 aligner^71^. From each library, uniquely aligned reads were used to obtain raw counts for all the *Mus musculus* genes (mm10; ucsc genome annotation) with the featureCounts tools from the Subread package^72^. Further analysis and data visualization were performed using various R packages. DESEq2^73^ was used to calculate the size factors and Raw read counts were scaled accordingly to normalize for library size. Low abundant genes were filtered out at this point. Differential expression was calculated between control and AP samples using a negative binomial generalized linear model, and correction for multiple testing was represented as FDRs (false discovery rates) using the Benjamini–Hochberg method. FDR values < 0.05 were considered statistically significant.

### Preparing placental cells for scRNAseq and flow cytometry

Placentas collected at G19 were extensively washed with cold PBS twice and the three different layers (decidual, junctional and labyrinthine) were separated. The whitish gray decidual layer was gently peeled off from the rest of the placenta while maintaining tissue integrity. Junctional zone separation from the labyrinth was done microscopically with a sterile blade. Decidual, junctional and labyrinthine layers from multiple placentas were pooled to obtain adequately optimal numbers of cells for analysis. Separated layers were minced into small pieces and digested with an enzyme cocktail [collagenase (1 mg/ml) (SCR-103, Sigma, USA) and DNase (20 µg/ml) (D-5025, Sigma, USA)] in RPMI 1640 (Thermo Fisher, Cat # 61870036)] for 60 min on a shaker. Single cell suspensions were prepared by passing through 100 μm cell strainers (MACS, Smart Steiner) and numbers of live cells were determined by trypan blue (T8154 Sigma, USA) after lysing erythrocytes with ACK Lysis buffer (Lonza, Walkerville, MD USA) for 3 min at room temperature. These freshly isolated single cell suspensions were directly subjected to scRNAseq using the Chromium Single Cell 3′-Library & Gel Bead Kit (10X Genomics; Pleasanton, CA, USA). For flow cytometry, cells were incubated with pre-optimized concentrations of fluorescence tagged antibodies marking different cell lineages. A list of antibodies used for flow cytometry has been incorporated in the Supplementary Table 4. Doublets were excluded based on forward scatter. At least 150,000 lymphocyte-gated cells were collected for each sample and negative biological populations for each subpopulation were used as references to set up the cut-off values. Data were collected using Fortessa II flow cytometer (BD Biosciences) and analyzed by the FlowJo software (v10.4.0 Tree Star; BD Life Sciences) https://www.flowjo.com/.

### Placental single cell transcriptomics

Library construction: Single cell RNAseq (scRNAseq) libraries were prepared using the Chromium Single Cell 3′-Library & Gel Bead Kit (P/N 1000075, 10x Genomics) following manufacturer’s instructions. Briefly, placental single cell suspension was prepared as mentioned above and loaded onto a Chromium Single Cell Controller to generate single cell gel beads in emulsion (GEM). GEM-Reverse transcription (RT) was performed, and single stranded DNA was cleaned with Dyna beads. cDNA was then fragmented, end-repaired, and A-tailed. Furthermore, adaptor ligation was performed using the Chromium Single Cell 3′-kit followed by post-ligation cleanup using the SPRIselect Reagent.

### Single cell RNAseq (scRNAseq) analysis

The raw fastq files were processed with Cell Ranger v4.0 (10X Genomics) using the cellranger count and cellranger aggr pipelines against the mm10 reference package provided. Seurat v3.0^74,75^ was used for quality control, analysis, and exploration of the data using a standard pipeline. Cell clusters were annotated using the Mouse Cell Atlas v.2.0 marker genes as a guide^31^.

### Cell type identification and signature genes quantification by bulk RNAseq

Deconvolution of bulk RNA-seq was executed using GEDIT v1.6^32^ using a reference matrix from averaged “pseudo-bulk” single-cell RNA-seq data, using the default parameters. Further verification of the results obtained by GEDIT was conducted using MuSiC^21^. For z-score calculation, log normalized read counts obtained from DESEq2 analysis and Z-scores were calculated by subtracting the average read counts (for a single gene) from the read counts of each sample and then dividing the result by the SD of all the read counts following the formula:

$$Zscore=\frac{\left(readcountG-meanreadcountG1...Gn\right)}{SD}\left(G1...Gn\right)$$

SD: standard deviation; G_1_: 1st sample; G_n_: nth sample where n is the total number of samples.

To obtain aggregated Z-scores for each cell type, an average of z-scores from the top 10 signature genes for individual scRNA cell-types were calculated for each sample. Signature genes for cell types missing in our *scRNA* data were obtained from previous reports^21,76^.

### Statistical analysis and data visualization

Unpaired T tests were performed to compare differences in means between CON and AP groups. Any exceptions have been indicated in the text. Data visualization was performed using R^77^ with various packages like Seurat^75^, ggplot2^78^, clusterprofiler^79^, ComplexHeatmap^80^ and final figures were combined using Adobe Photoshop CS6 (2012).

## Supplementary Information

Supplementary Information.

# Supplementary material for: Integrated analysis of an in vivo model of intra-nasal exposure to instilled air pollutants reveals cell-type specific responses in the placenta
**Source:** Sci Rep. 2022 May 19;12:8438. doi: 10.1038/s41598-022-12340-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary materials for: Integrated analysis of an in-vivo model of intra-nasal exposure to instilled air pollutants reveals cell-type specific responses in the placenta**

Anela Tosevska1#†, Shubhamoy Ghosh2†, Amit Ganguly2†, Monica Cappelletti2, Suhas G. Kallapur2, Matteo Pellegrini1* and Sherin U. Devaskar2*

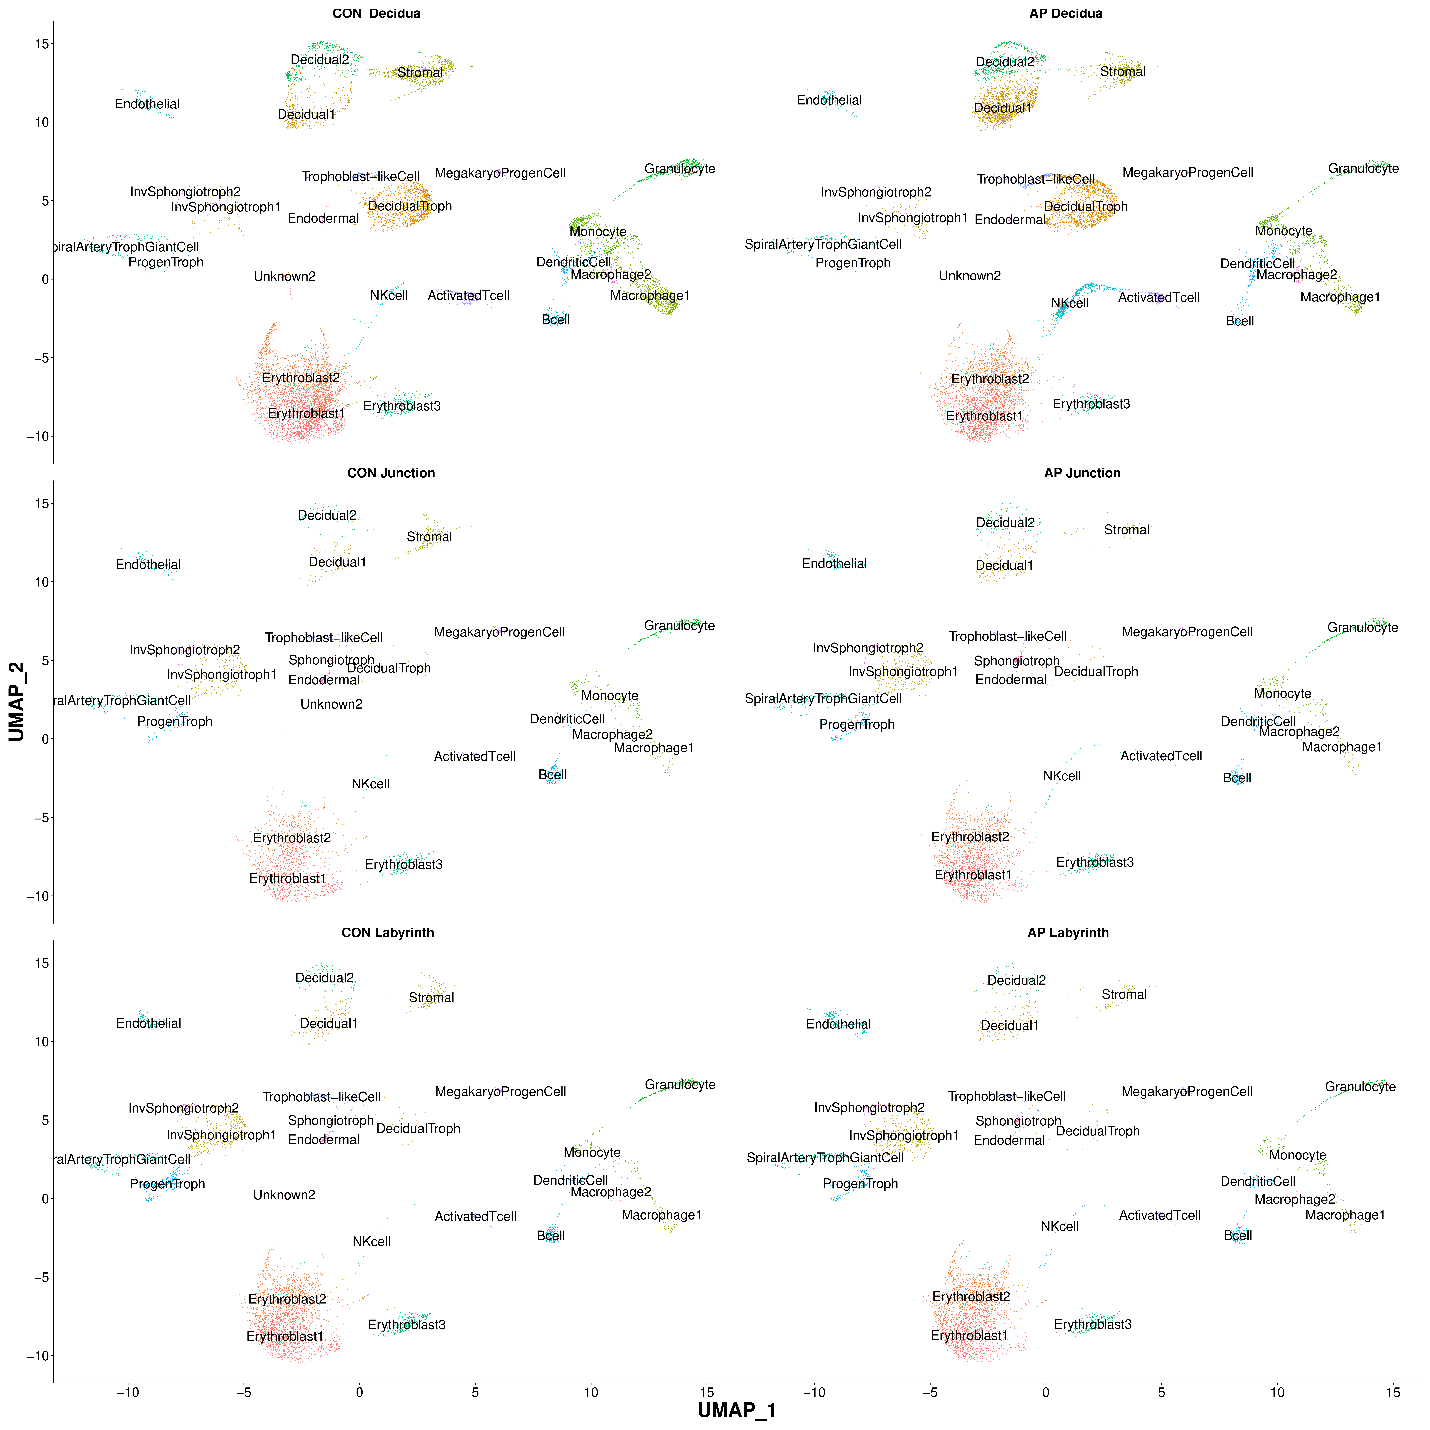

**Supplementary Figure 1.** Uniform Manifold Approximation and Projection (UMAP) plot of cell and tissue clusters detected in scRNAseq in different placental compartments of Control (CON) and Air Pollution material administered samples (AP).

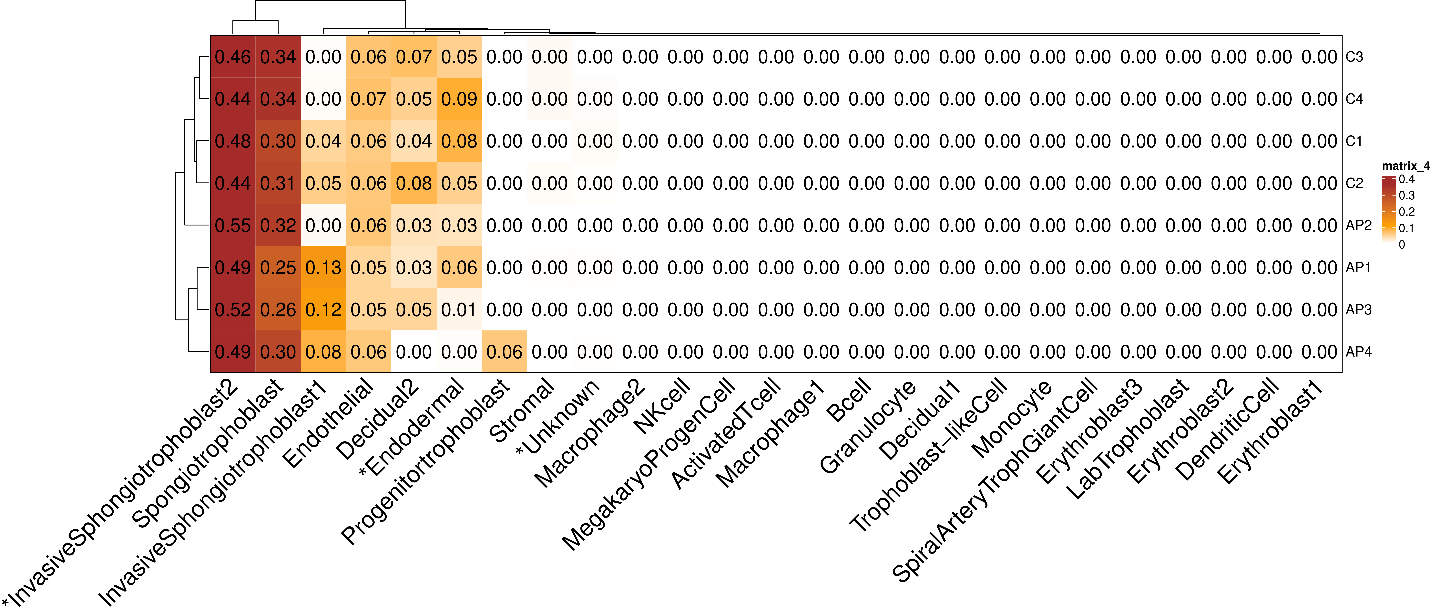

**A**

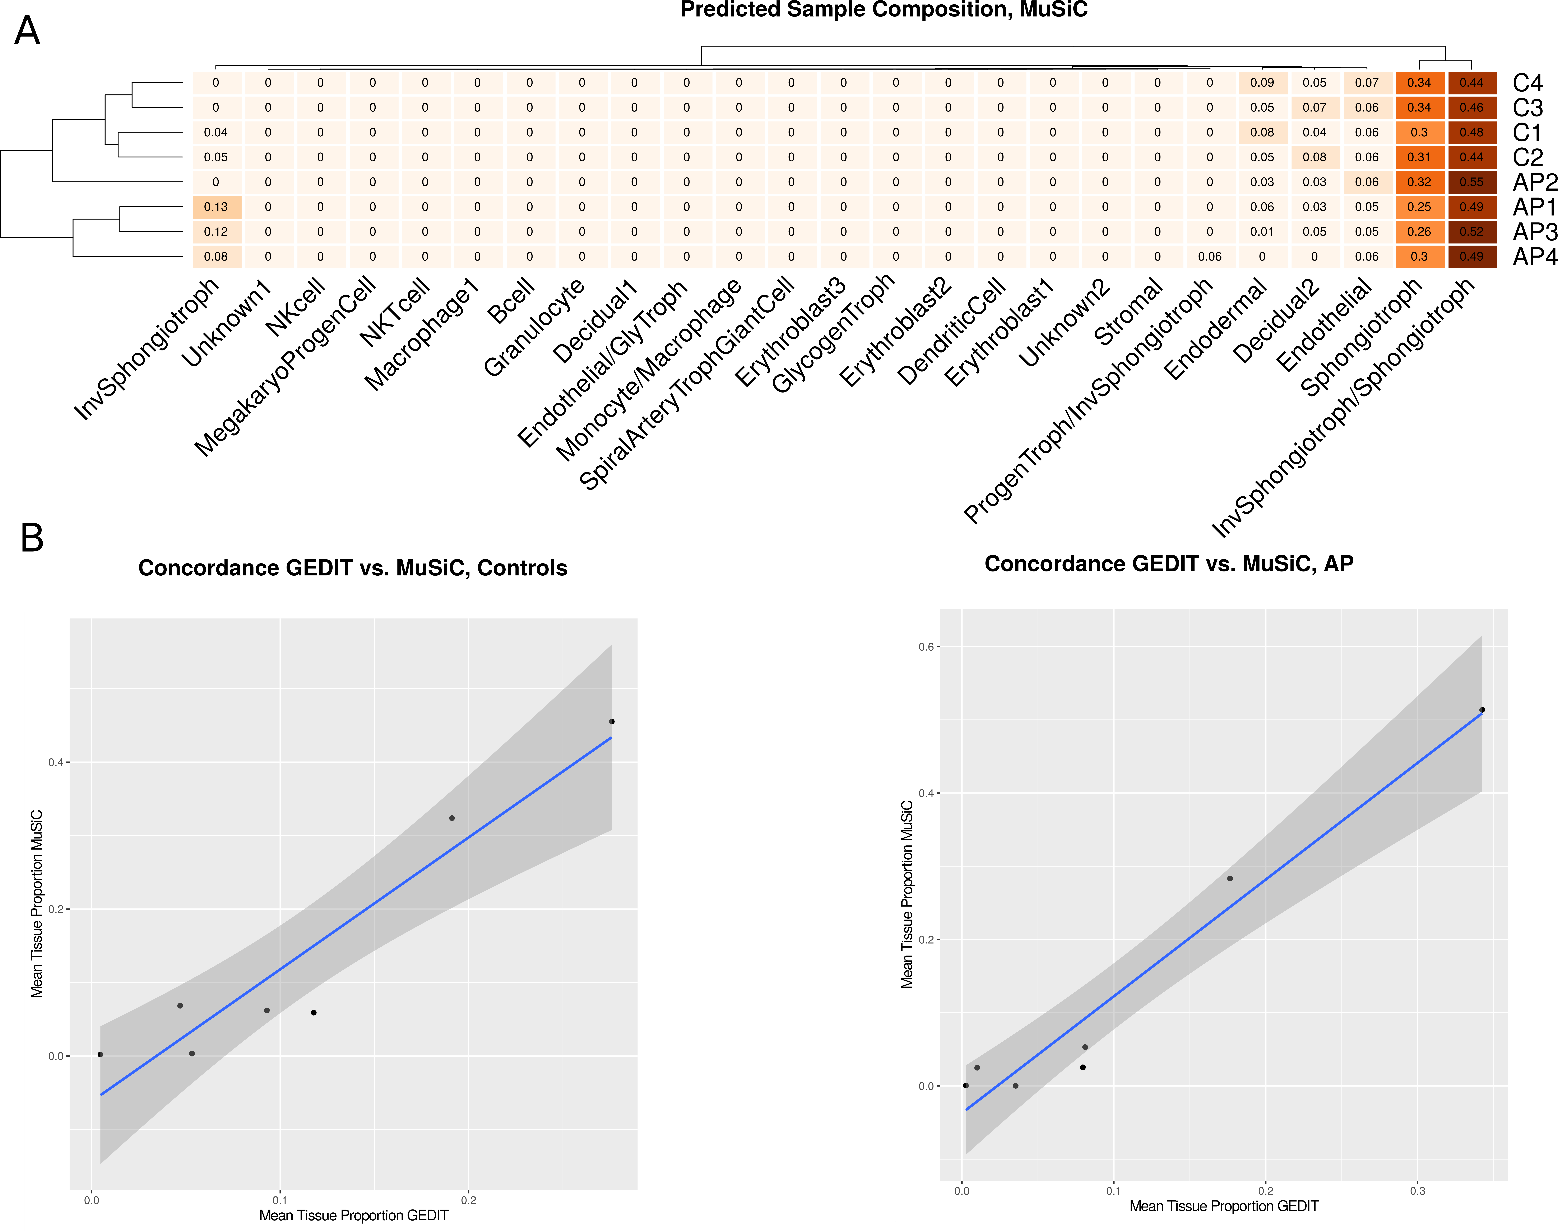

**B**

**Supplementary Figure 2.** Deconvolution of Bulk RNA-Seq data**. A** Cell-type deconvolution of bulk RNAseq data based on pseudobulk scRNAseq as a reference, using MuSiC. Numbers present fractions of the total count. **B** Concordance in the predicted cell-type proportions between GEDIT and MuSiC in CON. R2 = 0.9 (right panel); concordance in the predicted cell-type proportions between GEDIT and MuSiC in AP, R2 = 0.95 (left panel).

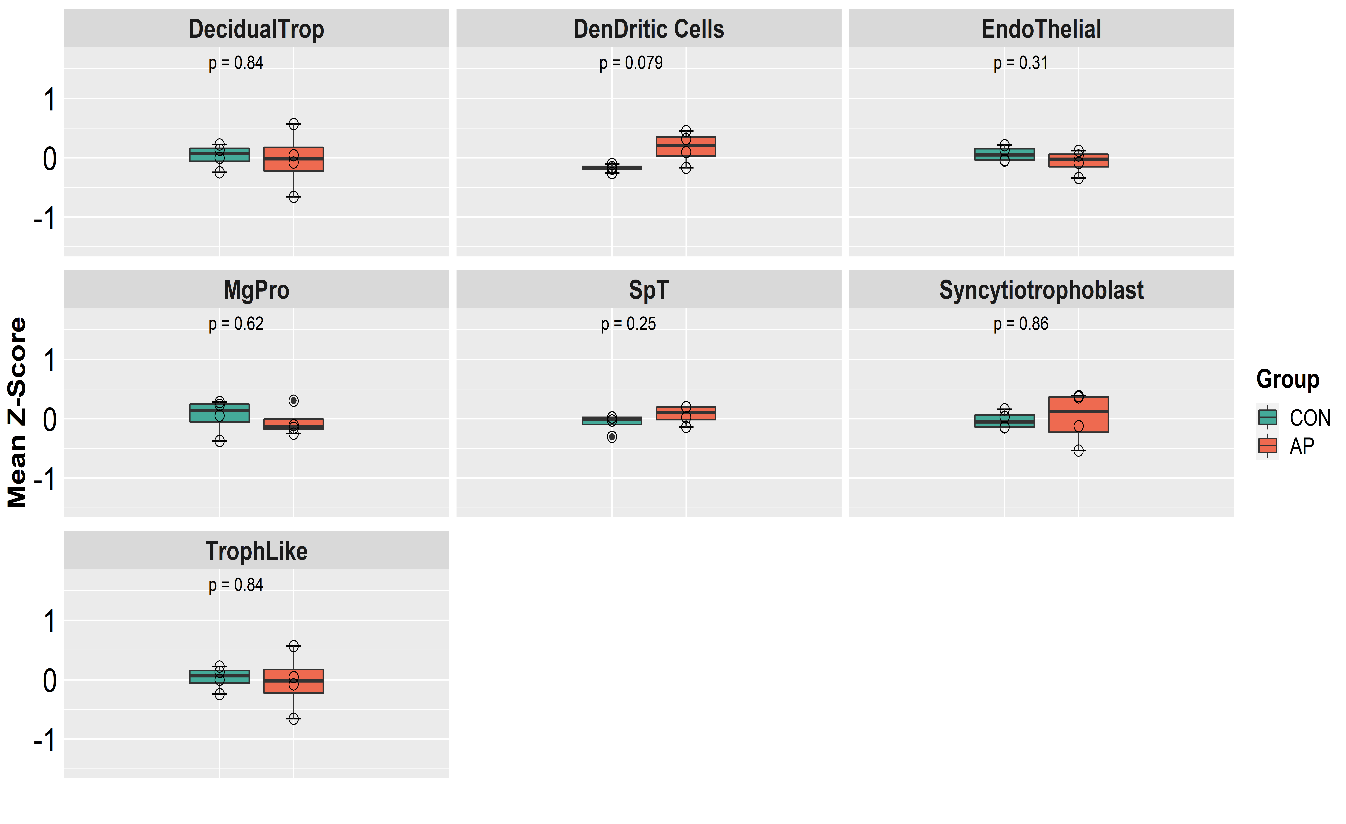

**Supplementary Figure 3.** Differential abundance of cell types based on z-scores calculated using cell specific marker genes from scRNAseq analysis which were significantly expressed among all samples and filtered by p-value < 0.05. Students t-test were performed to calculate the significance between two groups.

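Among the remaining cell types, endothelial cells had a z-score of -0.305 ± 0.736 (SD, n = 4) in AP and 0.305 ± 0.231 in CON (exact permutation p = 0.143, adjusted p = 0.298), and endodermal cells -0.569 ± 1.18 (SD, n = 4) in AP and 0.569 ± 0.220 in CON (exact permutation p = 0.0857, adjusted p = 0.214). AP replicate 1 was the lowest sample for endothelial cells, at -1.32, and AP replicate 4 for endodermal cells, at -2.10. The first decidual subtype scored -0.257 ± 1.24 (SD, n = 4) in AP and 0.257 ± 0.435 in CON (exact permutation p = 0.629, adjusted p = 0.683) and the second -0.421 ± 1.21 (SD, n = 4) in AP and 0.421 ± 0.490 in CON (exact permutation p = 0.229, adjusted p = 0.429), with AP replicate 4 lowest in both. Decidual trophoblasts differed by -0.390 (exact permutation p = 0.457, adjusted p = 0.571). Spongiotrophoblasts scored 0.316 ± 1.06 (SD, n = 4) in AP and -0.316 ± 0.412 in CON (exact permutation p = 0.343, adjusted p = 0.504), megakaryocyte progenitors differed by -0.0610 (exact permutation p = 0.714, adjusted p = 0.744), and the cluster of unknown type by 0.628 (exact permutation p = 0.257, adjusted p = 0.429). Ptprb, a phosphatase of endothelial junctions and an endothelial marker, fell from 84.4 ± 5.67 CPM to 54.5 ± 7.55 CPM (SD, n = 4 each, edgeR adjusted p = 0.00113), and 4 of 50 tested members rose and 8 fell (4 and 8 adjusted over the list alone) among the endothelial markers. Their median was -0.07 (limma camera adjusted p = 0.216). Of the endodermal markers 1 of 50 tested members rose and 1 fell (1 and 0 adjusted over the list alone), with a median of -1.18 (limma camera adjusted p = 2.99e-06, and adjusted p = 0.668 with an estimated correlation), which was 0.04 with the Y-linked covariate. The mean log2 level of these markers was 0.0628, -0.915, -2.13 and -3.94 in AP replicates 1 to 4, relative to CON. Decidual trophoblast markers had 9 higher and 6 lower (9 and 6 adjusted over the list alone) and a median of -0.17 (limma camera adjusted p = 0.64). Megakaryocyte progenitor markers had 5 higher and 5 lower (5 and 5 adjusted over the list alone) and a median of -0.09 (limma camera adjusted p = 0.536). For the unknown cluster 8 were higher and 0 lower (5 and 0 adjusted over the list alone), with a median of 0.22 (limma camera adjusted p = 0.0102, and adjusted p = 0.704 with an estimated correlation). The endothelial z-score passed without AP replicate 4 (difference -0.806, exact permutation p = 0.0286), as did its marker list (camera adjusted p = 0.0238, and 1.83e-05 with the Y-linked covariate, against adjusted p = 0.675 and 0.481 with an estimated correlation), and the endodermal z-score passed without AP replicate 1 (-1.46, exact permutation p = 0.0286). The endodermal list (camera adjusted p = 0.654) and the unknown list (0.638) did not pass with the Y-linked covariate, nor the unknown list among genes of at least 5 CPM (0.092) or without AP replicate 4 (0.0568).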

**SpT**=Spongiotrophoblast

**MgPro**=megakaryocyte Progenitors.

**TrophLike**= Trophoblast like cells

**GO term**

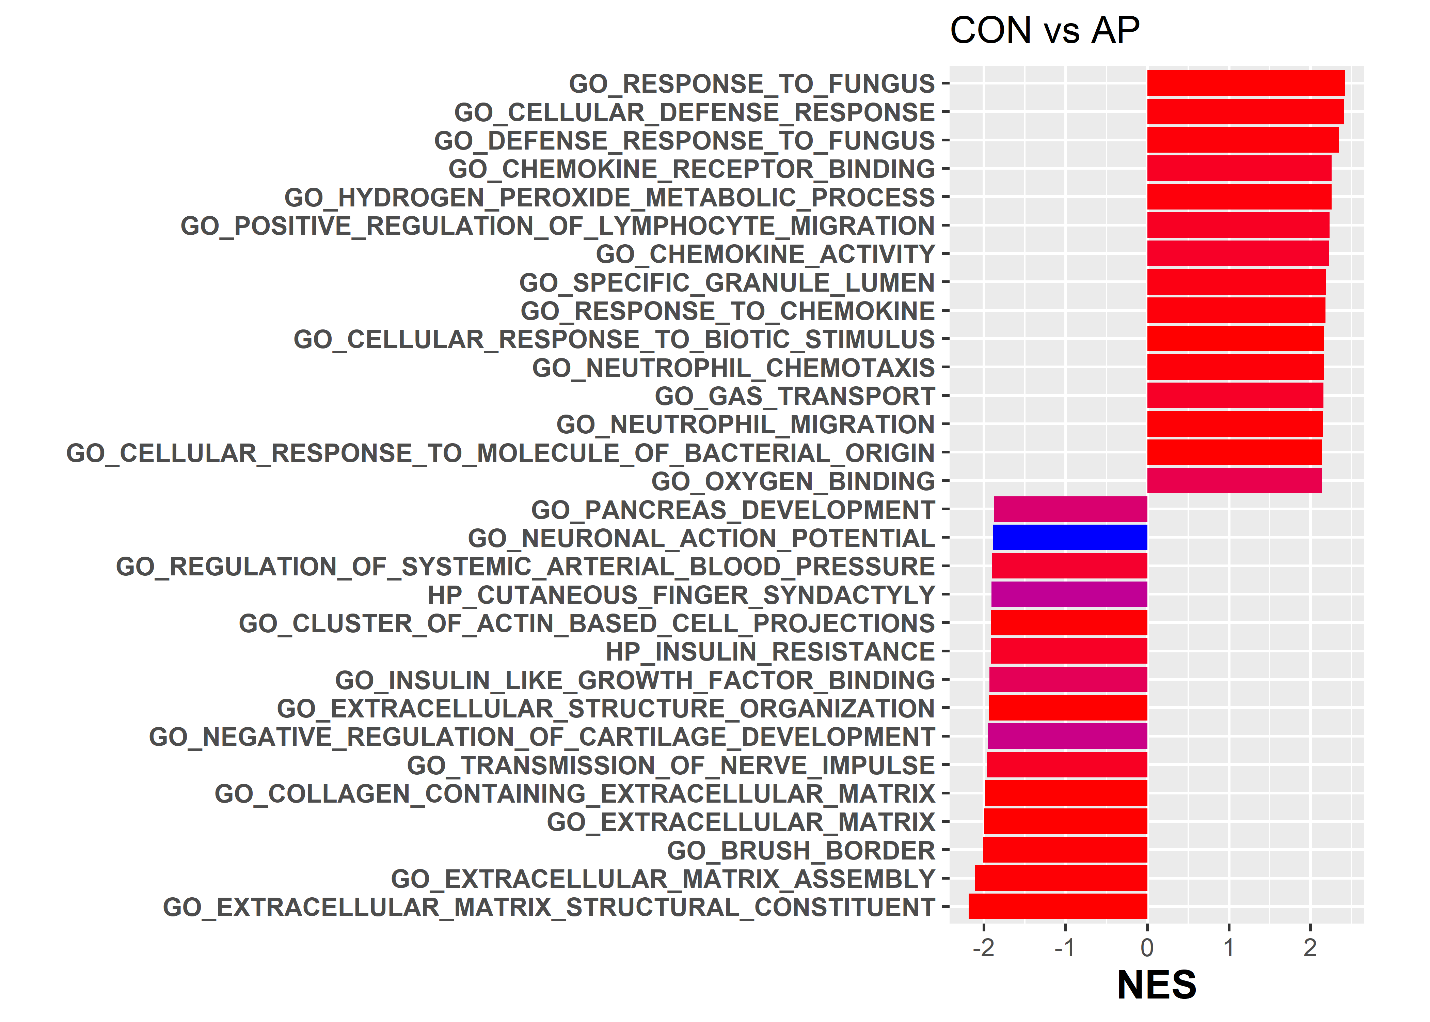

**Pathway enriched in CON**

**Pathway enriched in AP**

**Supplementary Figure 4A.** List of GO Terms enriched in either CON or AP obtained by Gene Set Enrichment Analysis (GSEA). NES represents Normalized Enrichment Score in AP vs. CON.

**Reactome and other Pathways**

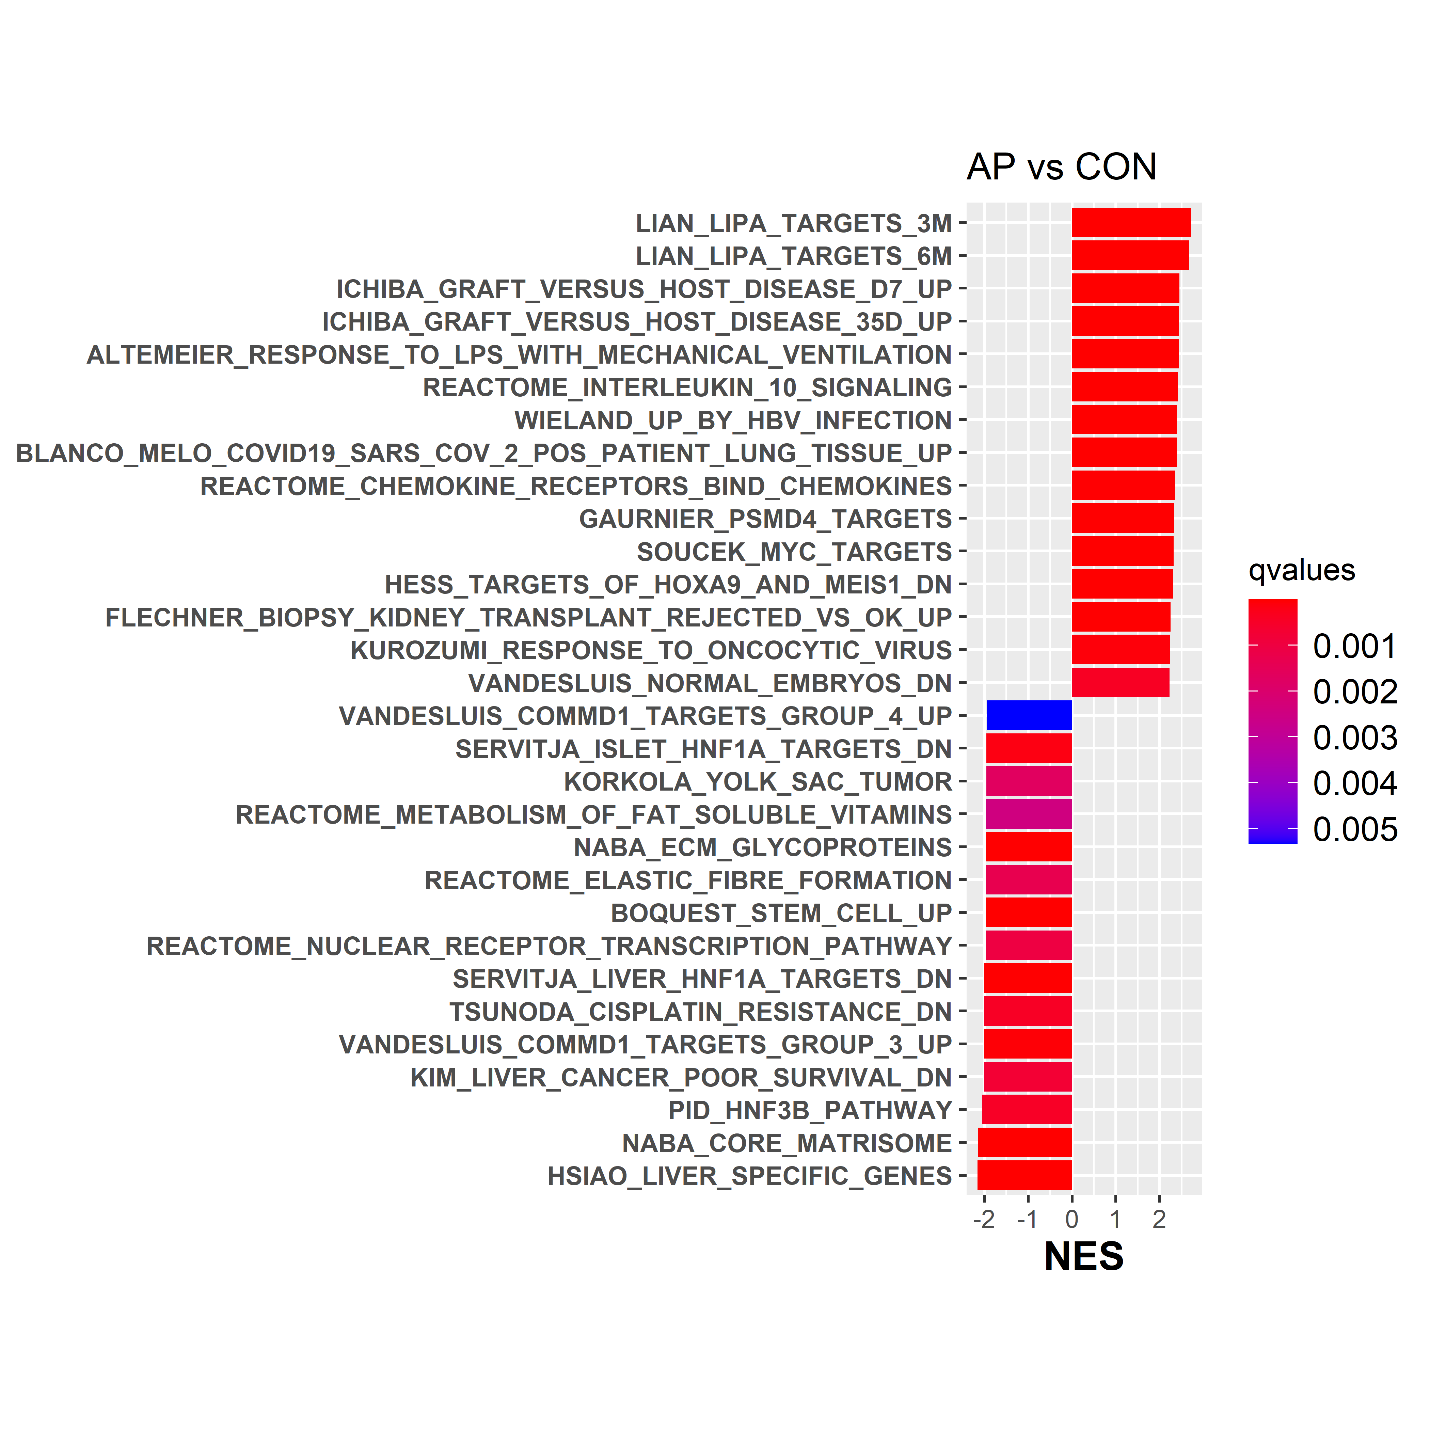

**Pathway enriched in AP**

**Pathway enriched in CON**

**Supplementary Figure 4B**. List of Reactome and other pathways enriched in either CON or AP, obtained by GSEA. NES represents Normalized Enrichment Score in AP vs. CON.

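Of 702 Reactome sets tested in AP against CON, 154 were called higher and 33 lower by limma's camera. Translation led the higher ones, with 43 of its 131 genes up and 2 down, a median log2 fold change of 0.18 and a camera adjusted p = 1.94e-05. Protein targeting to the endoplasmic reticulum by the signal recognition particle had 29 of 95 genes up and 2 down (camera adjusted p = 0.000239), and N-linked glycosylation 38 of 99 up and 5 down (0.00186). Synthesis of DNA had 26 of 95 genes up and 1 down (camera adjusted p = 0.00186), and chemokine receptors with their chemokines 11 of 28 up and 1 down (0.00352). The lower sets were led by those of the matrix. Assembly of collagen fibrils had 0 of 37 genes up and 8 down, with a median of -0.55 (camera adjusted p = 0.00186), extracellular matrix organization 24 of 211 up and 56 down (0.019), and PDGF signalling, which recruits mural cells, 14 of 146 up and 38 down (0.0182). Interferon signalling (camera adjusted p = 0.582), signalling by interleukins (0.516), the innate immune system (0.387) and the adaptive immune system (0.623) did not pass. Sets came with the R package fgsea, 99.7% of tested genes had an identifier in it, and fgsea itself called 171 sets higher and 56 lower. With an estimated correlation between genes, camera called 0 of the 702 sets (smallest adjusted p = 0.64), against 187 with its preset correlation.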

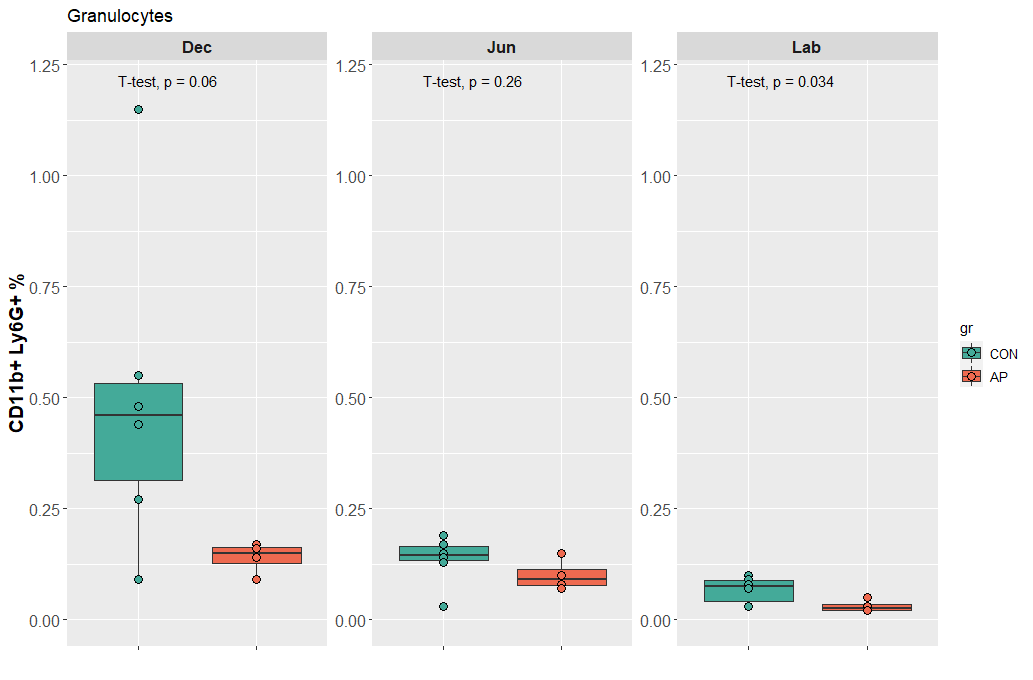

**Supplementary Figure 5**: Abundance of granulocytes in placenta of CON or AP based on Flow cytometry data.

**Supplementary Table 1:** Quality control metrics for scRNAseq.

| Pre-Normalization Total Number of Reads | 855780368 |
| --- | --- |
| Post-Normalization Total Number of Reads | 665351099 |
| Pre-Normalization Mean Reads per Cell | 21006 |
| Post-Normalization Mean Reads per Cell | 16332 |
| Fraction of Reads Kept (CON DECIDUA) | 100.00% |
| Fraction of Reads Kept (AP DECIDUA) | 94.80% |
| Fraction of Reads Kept (CON JUNCTION) | 55.10% |
| Fraction of Reads Kept (AP JUNCTION) | 70.70% |
| Fraction of Reads Kept (CON LABYRINTH) | 75.80% |
| Fraction of Reads Kept (AP LABYRINTH) | 71.30% |
| Pre-Normalization Total Reads per Cell (CON DECIDUA) | 15321 |
| Pre-Normalization Total Reads per Cell (AP DECIDUA) | 15301 |
| Pre-Normalization Total Reads per Cell (CON JUNCTION) | 29481 |
| Pre-Normalization Total Reads per Cell (AP JUNCTION) | 27086 |
| Pre-Normalization Total Reads per Cell (CON LABYRINTH) | 23321 |
| Pre-Normalization Total Reads per Cell (AP LABYRINTH) | 23132 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (CON DECIDUA) | 7402 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (AP DECIDUA) | 7807 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (CON JUNCTION) | 13425 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (AP JUNCTION) | 10463 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (CON LABYRINTH) | 9760 |
| Pre-Normalization Confidently Mapped Barcoded Reads per Cell (AP LABYRINTH) | 10384 |
| Num Cells (CON DECIDUA) | 9007 |
| Num Cells (AP DECIDUA) | 8654 |
| Num Cells (CON JUNCTION) | 4410 |
| Num Cells (AP JUNCTION) | 5665 |
| Num Cells (CON LABYRINTH) | 5978 |
| Num Cells (AP LABYRINTH) | 7025 |
| Cells Total | 40739 |

**Supplementary Table 2:** Top 50 marker genes for each tissue type in the scRNAseq dataset.

**Supplementary Table 3:** List of Differentially Expressed Genes between CON and AP Samples in Bulk-RNAseq.

**Supplementary Table 4:** Antibodies used in flow cytometry analysis.

| **Cell Marker** | **Fluorochrome** | **Clone** | **Company** | **Cat No** |
| --- | --- | --- | --- | --- |
| Live/Dead | DAPI |  | Life Technologies | L23105 |
| CD45 | Super Bright 436 (SB436) | 30-F11 | e Bioscience | 62-0451-82 |
| Ly-6G/Ly-6C | Super Bright 600 (SB600) | RB6-8C5 | e Bioscience | 63-5931-82 |
| B220 (CD45R) | Super Bright 645 (SB645) | RA3-6B2 | e Bioscience | 64-0452-82 |
| NK1.1 | Super Bright 702 (SB702) | PK136 | e Bioscience | 67-5941-82 |
| CD11c | Super Bright 780 (SB780) | N418 | e Bioscience | 78-0114-82 |
| CD11b | Alexa Fluor 488 | M1/70 | e Bioscience | 53-0112-82 |
| CD3 | PerCP-eFluor 710 | 17A2 | e Bioscience | 46-0032-82 |
| F4/80 | PE | BM8 | e Bioscience | 12-4801-82 |
| CD8 | PE-Cyanine7 | 53-6.7 | e Bioscience | 25-0081-82 |
| CD206 | APC | MR6F3 | e Bioscience | 17-2061-82 |
| CD4 | APC-eFluor 780 |  | e Bioscience | 47-0041-82 |

How the deposited data were processed for this re-analysis (not part of the article)

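RNA from whole mouse placentas at gestational day 19 was measured by bulk RNAseq in 16 samples, 4 each of the groups CON, AP, FO (fish oil) and AP_FO (air pollution and fish oil). Replicates are numbered 1 to 4 in CON and AP, and 1, 2, 3 and 5 in FO and AP_FO. The paper compares AP with CON and its text does not mention fish oil, whose dose and timing are not given in the sources used here. The paper's scRNAseq and flow cytometry data were not analysed here.

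The authors deposited one table of whole-number counts per gene, not normalized. They made poly(A)-selected stranded libraries, aligned single-end reads to mm10 with STAR, and counted uniquely aligned reads per gene of the UCSC annotation with featureCounts, whose version and strand setting are not given in the sources used here. The authors normalized their counts with DESeq2, removed low-abundance genes at a threshold their text does not state, and called genes at an FDR under 0.05 and over 4-fold. From the deposited counts onward everything was computed anew.

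Counts were analysed with edgeR 4.0.16 in R 4.3.3. For AP against CON, the 8 samples were filtered by filterByExpr, scaled by TMM, and tested by robust quasi-likelihood fits (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment over the 14691 genes kept. CPM are counts scaled by TMM to a common library size. The fish oil comparisons (FO against CON, AP_FO against FO, AP_FO against AP, and the interaction, which is the AP effect with fish oil minus that without) came from one fit of all 16 samples and 15167 genes. The interaction and AP_FO against AP share samples with AP against CON, so their gene calls are not independent of it. Log2 fold changes have standard errors from the fit.

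The most abundant 10 genes took 13.17 to 19.82% of counts in a sample. On simulated counts for 14533 genes with 200 changed, edgeR called 62% of 1.5-fold, 86% of 2-fold, 98% of 4-fold and 100% of 8-fold changes between AP and CON, with 13 false calls among 186. Tested against a 4-fold difference by edgeR's glmTreat, 90% of 8-fold changes were called. In every simulation the changed genes were drawn from those with a mean of at least 1 CPM, so recovery below that level was not measured. For AP_FO against FO the shares by edgeR were 50%, 72%, 100% and 98%, and for the interaction 20%, 58%, 96% and 92%.

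Gene lists were 40 lists of known function and the 50 top markers of each of 24 cell types in Supplementary Table 2. Some lists of known function hold genes of Supplementary Table 3, so they are not independent of that table. Some also share genes with the marker lists and are not separate evidence beside them. Lists were tested by limma 3.58.1 camera on voom values with a preset correlation of 0.01, adjusted over the 62 lists with at least 2 tested genes, and again with an estimated correlation. Limma's fry was run on the same lists. Overlap of markers with called genes was tested by a one-sided Fisher's exact test, which treats genes as independent, adjusted over 48 tests. Cell type z-scores used log2 of counts over median-of-ratios size factors plus 1, standardized per gene over the 8 samples. They were averaged over those of the first 10 markers that had counts. A two-sided exact permutation test took the place of the paper's t-test. A list of syncytiotrophoblast genes stood in for the missing marker column. Reactome sets of 15 to 500 genes came with fgsea 1.28.0. A list of cornified epithelium genes was added after the values had been seen and tested alone, so its p was not adjusted over the other lists and is not independent evidence. Gene positions were taken from GENCODE M21 on GRCm38.

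Single genes were named by a fixed rule. For AP against CON it took the 6 largest fold changes in each direction (at an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups) and the 4 smallest p in each direction, the 10 genes with the smallest p in Supplementary Table 3, up to 4 genes of smallest p in each list described, and genes the paper names or labels in Fig. 4a. For the fish oil comparisons it took the 5 smallest p in each direction, and it took Xist and Y-linked genes. The values of Supplementary Table 3 had been seen when the rule was written. Genes of multigene families, such as the Psg, Ceacam, Prl and granzyme genes, are uncertain where reads of paralogs are shared.

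The alternatives were DESeq2 1.42.0 and limma-voom, RLE and upper-quartile factors, no gene filter, a mean of at least 5 CPM, glmQLFit without the robust option, glmTreat, the log2 of the summed Y-linked CPM plus 0.5 as a covariate, the replicate number as a block, all 16 samples or only the groups compared in a fit, other marker choices for z-scores, and leaving out each sample in turn. Results of models fitted across genes were also computed for 35 splits of 8 samples or 100 drawn regroupings of 16. Samples were checked for duplicates by comparing counts, and none were found. Mitochondrial genes, T cell receptor constant genes and immunoglobulin constant genes are not in the table and were not used here. GEDIT, MuSiC and the Hallmark sets were not used here, because their references were lacking.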

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

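The tests on stage of development, on fetal sex as the whole cause, on stratified epithelium, on leukocytes of every kind and on regrouping the correlation of AP effects, the list of cornified epithelium genes, and the estimated correlation of lists under other settings, were chosen after the results had been seen.

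The genes called between AP and CON, such as Ltbp3 and Cyp1a1, were weighed against chance and fetal sex. Of the 35 splits of the 8 samples, 1, the real one, gave as many as 4360 genes and the highest other gave 0. A chance split is therefore unlikely to give the count, though 1 in 35 is the smallest share this test can return. The test also takes the samples as independent, which cannot be checked without the mouse of origin. With the Y-linked covariate the count was 737, below the bound set for fetal sex as a cause, and in the 3646 calls that ended the standard error was larger in 98.9% (median from 0.0965 to 0.151) and the absolute log2 fold change smaller in 65.4% (median from 0.42 to 0.37). Fetal sex as the whole cause needs a slope of 1.33 between samples without and with Y-linked reads in the fish oil groups, and the slope was -0.0612 (-0.11 to 0.149 over 16 choices), which argues against it if sex acts alike there. A part played by fetal sex stays open, since AP holds 1 sample with Y-linked reads and CON holds 4, and so does an effect of the particulate matter.

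Hbb-y, Hba-x and Hbb-bh1 rose in AP, and the mean log2 level of these embryonic globins relative to CON was 3.15, 3.79, 3.86 and 4.99 in AP replicates 1 to 4. More fetal blood would bring the adult erythroid genes along, and their median log2 fold change was -0.0335. Yolk sac tissue, where these globins are made early in development, would bring yolk sac endoderm genes, and their median was -1.33, although these genes spread widely within AP (-0.0487, -1.25, -2.97 and -5.83 in AP replicates 1 to 4). AP placentas at an earlier stage may have kept more embryonic erythroid cells: parietal giant cell genes, which that would raise, had a median of 0.498 (limma camera adjusted p = 9.12e-05, and adjusted p = 0.509 with an estimated correlation), while labyrinth giant cell genes had a median of -0.128 (2 rose and 3 fell), so stage and exposure cannot be told apart.

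In FO, genes of cornified epithelium such as Lgals7, with a log2 fold change of 4.03 (standard error 0.348, edgeR adjusted p = 5.97e-05), rose against CON. Their list median was 3.49, and 17 of 20 tested members rose (18 adjusted over the list alone). For this list limma camera gave p = 2.86e-10, and p = 0.0223 with an estimated correlation. Both are unadjusted, since the list was tested alone, and cannot be set beside the adjusted p of other lists. The list was also made from these same samples, so neither p is independent evidence of a rise. Neutrophil genes rose with a median of 3.44 (limma camera adjusted p = 5.27e-06, and adjusted p = 0.658 with an estimated correlation). More leukocytes of every kind would raise NK cell genes too, and their median was -1.87, with -0.31 for T cell genes. Yet of the study's NK markers 17 of 49 tested members rose and 1 fell (19 and 6 adjusted over the list alone). Their median was 0.195 (limma camera adjusted p = 0.00111, and adjusted p = 0.658 with an estimated correlation). The NK lists went opposite ways, so they do not decide this point. Of the cornified genes tested, 90% had a log2 fold change above 1, but the list was made from these same samples, so this share cannot test whether stratified epithelium was carried along. That explanation and an effect of fish oil both stay open. Neutrophil genes stood at 2.91, 3.92, 0.488 and 2.89 in FO replicates 1, 2, 3 and 5 on the log2 scale relative to CON, so FO replicate 3 had little of that rise, and cornified genes at 2.47, 3.5, 2.45 and 3.67.

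Samples far from the other 3 of their group were looked for in 98 groups, and 11 were found where chance gives about 5 (1 in 20). Among z-scores they were endothelial cells in CON replicate 3 (0.651, others 0.179 to 0.211), invasive spongiotrophoblasts in CON replicate 1 (type 1, 0.244, others -0.954 to -0.89; type 2, 0.306, others -0.804 to -0.633), progenitor trophoblasts in AP replicate 4 (0.983, others 0.287 to 0.349) and trophoblast-like cells in AP replicate 3 (-1.2, others -0.354 to -0.308). In the summed CPM of Ddx3y, Eif2s3y, Kdm5d and Uty they were CON replicate 4 (165, others 104 to 109), AP replicate 1 (114, others 0.0812 to 0.274), FO replicate 1 (0.122, others 111 to 120) and AP_FO replicate 1 (0.118, others 90.3 to 98.9). Xist, the RNA that silences an X chromosome, stood at 506 CPM in FO replicate 1 (others 26.2 to 81.9) and 381 in AP_FO replicate 1 (others 35.9 to 53.1).

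The fish oil groups, which the paper does not report, gave further calls by edgeR. FO differed from CON in 3284 genes, of which 1789 were higher (5412 at an unadjusted p under 0.05), and 1 of 35 splits gave as many (highest other 182). Without CON replicate 3 the count was 2019. AP_FO differed from AP in 2509 genes (1 of 35 splits, highest other 0), and in 1657 without AP replicate 4. The AP effect with fish oil differed from that without in 2064 genes by a test of the interaction, 873 with a positive difference, and in 1314 without CON replicate 2. With the Y-linked covariate these counts were 1907 for AP_FO against AP and 1099 for the interaction, and samples without Y-linked reads number 0 in CON, 3 in AP, 1 in FO and 1 in AP_FO, so a part played by fetal sex stays open in both. Of 100 regroupings 1 gave as many, and the highest other, at 2033, moved all 4 CON samples to FO's place and 1 AP sample. AP_FO differed from FO in 188 genes, and 3 of 35 splits, the real one included, gave as many (highest other 746). Chance cannot be excluded there, and the samples hold another structure. That count was 798 without FO replicate 3, 92, 78 and 90 without FO replicates 1, 2 and 5, and 73, 47 and 54 without AP_FO replicates 2, 3 and 5.

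For lists and sets in AP against CON, some other splits did as well, so chance cannot be excluded for these counts. Counting the real split, 3 of 35 gave at least the 33 called gene lists (median of the others 26, highest 38). In the same way, 7 of 35 gave at least the 187 Reactome sets (median of the others 48.5, highest 264). Camera at its preset correlation thus called many lists under other groupings of the samples. Limma's fry asks whether a list's genes changed, not whether they changed more than other genes. It passed some lists, with fry adjusted p = 0.00376 for granulocyte markers and 0.0116 for invasive spongiotrophoblast type 1 markers. Others that camera called did not pass, with fry adjusted p = 0.13 for endodermal markers and 0.279 for the second decidual subtype. Fry was not run on other splits. For AP_FO against FO 28 of 35 splits, the real one included, gave at least the 21 called lists (median of the others 26, highest 35). The 73 genes over 4-fold, the 2086 lower genes, the 75 called genes of Supplementary Table 3 and the 10 marker overlaps were each reached by 1 of 35 splits, with 0 as the highest other. No gene was called in any other split, so these counts had to be 0 there. They restate the count of called genes and are not separate tests.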

How the results depend on the processing

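Of the alternatives, all 16 samples with the Y-linked covariate and DESeq2 without a gene filter were chosen after the results had been seen. The single genes named gave 5327 values under the alternatives, of which 4949 kept their direction and side of the threshold, 314 fell short of it, 52 passed it anew, 11 moved and 1 reversed. For the z-scores of the 25 cell types these numbers were 331, 12, 11, 21 and 0 of 375, and for gene list calls 1360, 107, 59, 76 and 4 of 1606. Of the 4360 genes called by edgeR, 4216 were also called by DESeq2 (of 4686) and 4229 by limma-voom (of 4603). RLE factors shared 4305 genes, upper-quartile factors 4158, the fit without a gene filter 4020 and that of all 16 samples 3571.

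With the Y-linked covariate, edgeR called 737 genes (714 of them shared with the 4360), 322 lower genes, 36 genes over 4-fold, 31 genes of Supplementary Table 3 and 1099 interaction genes. In the fit of all 16 samples with this covariate, 2325 genes were called. The covariate also reversed Xist (-0.67), the test direction of the Y-linked genes (median -0.00928), complement and coagulation genes (0.19) and endodermal markers (0.0403). For Xist and the Y-linked genes the covariate itself is built from fetal sex, and for the others the cause was not tested.

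Genes over 4-fold numbered 126 without a gene filter, 14 at a mean of at least 5 CPM, 154 by limma-voom and 1 by glmTreat, which tests for more than a 4-fold difference. At least 5 CPM left 15 genes of Supplementary Table 3 called, because it removes genes of low level, and it reversed chemokines (-0.37). AP_FO against FO gave 512 genes by DESeq2, 9 by limma-voom, 29 at a mean of at least 5 CPM, and 0 by edgeR when only the 8 samples compared were fitted (2163 genes at an unadjusted p under 0.05 with all 16). Gene lists in AP against CON, gene lists in AP_FO against FO and Reactome sets had 0 camera calls with an estimated correlation, and marker overlaps 0 with the 4-fold threshold added. The correlation of AP effects with and without fish oil, -0.111 across genes, was 0.0438 at a mean of at least 5 CPM and -0.166 among called genes. Beyond these constructions, the cause was not tested.

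Among z-score differences, all 50 markers gave 1.11 for invasive spongiotrophoblasts type 2, 0.684 for macrophages, 0.340 for NKT cells, 0.969 for spiral artery giant cells and -1.16 for stromal cells, with 8 types past the threshold. Markers passing the gene filter gave 0.781 for NKT cells. Scores over all 16 samples gave 1.23 for type 1 and 1.20 for type 2, and leaving out shared markers gave 1.44 for type 1. The cause was not tested.

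Correlations between samples did not settle whether the replicate numbers pair them. Deviations from the group means correlated at 0.154, -0.053, 0.147 and -0.0854 for replicates 1 to 4 of CON and AP, and at 0.111, -0.333, -0.212 and 0.11 for replicates 1, 2, 3 and 5 of FO and AP_FO. For replicates 1 to 3 the values were 0.021, 0.197 and -0.0194 between CON and FO, and 0.221, 0.0946 and 0.195 between AP and AP_FO. In no pair of groups did every sample correlate best with its own number, but some did in each pair of groups. Among them were replicates 1 and 3 of CON with AP, so pairing is not excluded. With the replicate number as a block, AP against CON had 3719 genes and AP_FO against FO 89. In paired tests of z-scores, the 16 sign assignments cannot give a p under 0.05, so 0 types could pass by design, with differences of 0.970 for granulocytes, 1.28 for macrophages, 1.17 for monocytes and 0.960 for progenitor trophoblasts.

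Leaving out 1 sample gave 3182 (CON replicate 4) to 4365 (AP replicate 1) genes in AP against CON, 1476 to 2224 lower genes, 67 to 215 (AP replicate 1) genes over 4-fold, 68 to 93 genes of Supplementary Table 3, 2019 (CON replicate 3) to 3254 in FO against CON, 1314 (CON replicate 2) to 2268 in the interaction and 1657 (AP replicate 4) to 2295 in AP_FO against AP. AP_FO against FO ran from 47 (without AP_FO replicate 3) to 798 (without FO replicate 3). Its gene lists numbered 15 to 28, those of AP against CON 33 to 36, and the correlation of effects was -0.17 to -0.0554. Z-score differences ran from 1.16 to 1.53 (invasive spongiotrophoblasts type 1), 0.859 to 1.13 (type 2), 1.21 to 1.43 (macrophages), 1.11 to 1.23 (monocytes), 0.870 to 1.24 (progenitor trophoblasts), 0.890 to 1.09 (granulocytes), 0.611 to 0.719 (spiral artery giant cells), -1.43 to -1.17 (stromal cells), 0.261 to 0.931 (NK cells) and -0.430 to -0.118 (NKT cells), with 3 to 7 types past the threshold. How far depth limits genes near the filter was not tested; of simulated 1.5-fold changes edgeR called 20% in the interaction.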

Differences from the paper's values

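At the paper's thresholds, an FDR under 0.05 and over 4-fold, the paper reports 118 genes and 73 were found here. Among alternatives set before the data were examined, the count lay within 1.5 times the paper's with all 16 samples (84), no gene filter (126), glmQLFit without the robust option (84), DESeq2 (88), limma-voom (154) and without CON replicate 1 (81) or CON replicate 3 (97). It did not with RLE factors (74), upper-quartile factors (73), a mean of at least 5 CPM (14), the replicate number as a block (68), the Y-linked covariate (36), glmTreat (1), or without CON replicate 2 (71), CON replicate 4 (72), AP replicate 1 (215), AP replicate 2 (73), AP replicate 3 (71) or AP replicate 4 (67).

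For higher genes the paper reports 48 and 30 were found. The count lay within 1.5 times with all 16 samples (33), upper-quartile factors (32), no gene filter (51), and without CON replicate 1 (37), CON replicate 3 (43), CON replicate 4 (36), AP replicate 1 (37), AP replicate 2 (32) or AP replicate 3 (32). It did not with RLE factors (30), at least 5 CPM (7), no robust option (30), DESeq2 (31), limma-voom (27), the block (27), the Y-linked covariate (23), glmTreat (1), or without CON replicate 2 (30) or AP replicate 4 (30).

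For lower genes the paper reports 70 and 43 were found. The count lay within 1.5 times with all 16 samples (51), no gene filter (75), no robust option (54), DESeq2 (57) and without CON replicate 3 (54). It did not with RLE factors (44), upper-quartile factors (41), at least 5 CPM (7), limma-voom (127), the block (41), the Y-linked covariate (13), glmTreat (0), or without CON replicate 1 (44), CON replicate 2 (41), CON replicate 4 (36), AP replicate 1 (178), AP replicate 2 (41), AP replicate 3 (39) or AP replicate 4 (37). DESeq2 without a gene filter, chosen after the values had been seen, gave 101 genes over 4-fold, 38 higher and 63 lower. Over 4-fold, it called 96 of the paper's genes and dropped 22, and at any fold difference it called 97 of them.

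The paper finds more invasive spongiotrophoblasts, spiral artery giant cells and erythroblasts and fewer stromal cells by z-score. Here the exact permutation p was 0.0571 for both invasive types, spiral artery giant cells and stromal cells, whose means went the paper's way. The paper used a t-test, which was not run here, while the permutation test has 70 assignments and a smallest p of 0.0286. For these 4 types the tests differ, so a p of 0.0571 does not show that the paper's differences are absent. Type 2 passed (exact permutation p = 0.0286) with all 50 markers, type 1 with shared markers left out, both with z-scores over all 16 samples and without CON replicate 1, and spiral artery giant cells and stromal cells with all 50 markers. The first erythroblast cluster differed by -0.480, and by 0.930 (exact permutation p = 0.0286) with shared markers left out. The other clusters differed by 0.0245 and -0.172, and without AP replicate 1 the last one was lower.

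The paper states that NK cells, activated T-cells and B lymphocytes increased in the bulk data. The NK score differed by 0.533 (exact permutation p = 0.257), and its marker list passed limma camera under 6 alternatives, among them without AP replicate 4 (adjusted p = 0.00788, and adjusted p = 0.58 with an estimated correlation). The NKT score differed by -0.241 (exact permutation p = 0.429), and passed with all 50 markers (0.340) and with markers passing the gene filter (0.781), both at an exact permutation p = 0.0286. The B cell score differed by -0.266 (exact permutation p = 0.343), and at another place the paper reports no difference in B cells.

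In the marker overlap, the paper describes activated T-cell and decidual genes as lower. Here, by edgeR's adjusted p alone, 7 NKT markers were higher and 1 lower, and 0 and 5 in the second decidual subtype against 2 and 4 in the first. Over 4-fold as well, the paper's threshold, 1 NKT marker was higher and 0 lower, and 0 changed in either decidual subtype. Supplementary Fig. 3 shows no difference in trophoblast-like cells, where the z-score differed by -1.09 here (exact permutation p = 0.0286, adjusted p = 0.143), while the paper's deconvolution has them lower too.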

Other observations

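Every test in this part was planned except where it is named as chosen later. Targets of the aryl hydrocarbon receptor other than Cyp1a1 went both ways in AP. Cyp1b1, a relative that metabolizes the same hydrocarbons, had a log2 fold change of -1.38 (standard error 0.275, edgeR adjusted p = 0.00447), Nqo1, a quinone reductase, a log2 fold change of 0.46 (standard error 0.155, edgeR adjusted p = 0.0467), and Tiparp, a repressor of the receptor, a log2 fold change of -0.08 (standard error 0.0872, edgeR adjusted p = 0.52). Of the list 2 of 4 tested members rose and 1 fell (2 and 1 adjusted over the list alone), with a median of 0.19 (limma camera adjusted p = 0.579). Among NRF2 genes of oxidative stress 4 of 19 tested members rose and 2 fell (4 and 2 adjusted over the list alone), with Taldo1, of the pentose phosphate pathway, at a log2 fold change of 0.51 (standard error 0.0797, edgeR adjusted p = 0.00139) and a median of 0.21 (limma camera adjusted p = 0.198), which passed with the Y-linked covariate (camera adjusted p = 0.0282, and adjusted p = 0.481 with an estimated correlation). The Cyp1b1 (edgeR adjusted p = 0.0711, log2 fold change -1.72) and Nqo1 (0.395, 0.40) calls ended with that covariate. Nqo1 also did not pass with all 16 samples in one fit (edgeR adjusted p = 0.235), no gene filter (0.0613) or DESeq2 (0.0697), nor without any one sample (0.0549 to 0.115) except CON replicate 3.

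Genes of growth and supply went both ways. Igf2, the imprinted fetal growth factor, had a log2 fold change of -0.52 (standard error 0.0891, edgeR adjusted p = 0.00213), Slc38a4, an imprinted amino acid transporter, a log2 fold change of 0.65 (standard error 0.111, edgeR adjusted p = 0.00213), and Slc7a8, another amino acid transporter, a log2 fold change of -0.72 (standard error 0.0718, edgeR adjusted p = 0.000147). Of imprinted genes 5 of 29 tested members rose and 8 fell (5 and 8 adjusted over the list alone), with a median of -0.15 (limma camera adjusted p = 0.236), and of nutrient transporters 6 of 29 tested members rose and 7 fell (6 and 7 adjusted over the list alone), with a median of -0.14 (limma camera adjusted p = 0.409), which passed with the Y-linked covariate (0.0282, and adjusted p = 0.581 with an estimated correlation). Among hypoxia genes 4 of 20 tested members rose and 3 fell (4 and 3 adjusted over the list alone), with P4ha2, a collagen hydroxylase, at a log2 fold change of 0.68 (standard error 0.0934, edgeR adjusted p = 0.000676) and a median of -0.14 (limma camera adjusted p = 0.868) against a test direction upward. Lepr, the leptin receptor, a labyrinth giant cell gene, had a log2 fold change of -0.93 (standard error 0.118, edgeR adjusted p = 0.000457), and of that list 2 of 8 tested members rose and 3 fell (2 and 3 adjusted over the list alone), with a median of -0.13 (limma camera adjusted p = 0.506). The calls of Igf2 (edgeR adjusted p = 0.0884, log2 fold change -0.53) and Slc38a4 (0.0762, 0.60) ended with that covariate.

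Lipid genes went both ways in AP. Of PPAR targets 4 of 26 tested members rose and 3 fell (4 and 3 adjusted over the list alone), with a mean of -0.04 and a median of 0.08 (limma camera adjusted p = 0.339). In cholesterol synthesis 2 of 23 tested members rose and 0 fell (2 and 0 adjusted over the list alone), with a median of -0.33 (limma camera adjusted p = 0.0964). In fatty acid synthesis 3 of 16 tested members rose and 3 fell (3 and 3 adjusted over the list alone), with a median of -0.00482 and a test direction upward (limma camera adjusted p = 0.938). Hsd17b7, of cholesterol synthesis, had a log2 fold change of 1.02 (standard error 0.112, edgeR adjusted p = 0.000258), and Fads2, a desaturase of polyunsaturated fatty acids, a log2 fold change of 1.07 (standard error 0.139, edgeR adjusted p = 0.000886). Cholesterol genes passed without CON replicate 2 (camera adjusted p = 0.0397) and AP replicate 1 (0.00166), and with the Y-linked covariate (0.0394), there with a median of 0.15, and with adjusted p of 0.554 or more with an estimated correlation.

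Yolk sac and liver-type genes were low in some AP samples. Sox17, an endoderm transcription factor, had a log2 fold change of -0.69 (standard error 0.102, edgeR adjusted p = 0.000983). Over yolk sac endoderm genes 0 of 25 tested members rose and 2 fell (0 and 2 adjusted over the list alone), with a median of -1.33 (limma camera adjusted p = 1.35e-05, and adjusted p = 0.591 with an estimated correlation), and of complement and coagulation genes 0 of 30 tested members rose and 1 fell (0 and 0 adjusted over the list alone), with a median of -0.77 (limma camera adjusted p = 0.00415, and adjusted p = 0.692 with an estimated correlation) and levels of 0.238, -0.497, -1.56 and -2.92 in AP replicates 1 to 4 on the log2 scale relative to CON. Neither passed with the Y-linked covariate (camera adjusted p = 0.737 and 0.259). Uterine epithelium genes had a median of -0.39 (limma camera adjusted p = 0.778), as 5 of 16 tested members rose and 4 fell (5 and 4 adjusted over the list alone), with the keratin Krt19 at a log2 fold change of 0.68 (standard error 0.0910, edgeR adjusted p = 0.000598). Y-linked genes had a median of -2.10 (limma camera adjusted p = 0.00533, and adjusted p = 0.509 with an estimated correlation), as 0 of 4 tested members rose and 0 fell (0 and 0 adjusted over the list alone), and Xist had a log2 fold change of 2.66 (standard error 0.788, edgeR adjusted p = 0.048). With that covariate, which is made from these Y-linked genes, neither passed (camera adjusted p = 0.85, and for Xist a log2 fold change of -0.67 with edgeR adjusted p = 0.462). Xist did not pass without any one sample (edgeR adjusted p = 0.0932 to 0.111) except AP replicate 1, nor with all 16 samples in one fit (0.0832), no gene filter (0.0649) or limma-voom (0.051).

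Some genes that AP changed were followed into the fish oil groups. Ceacam9 was at 1.14 ± 0.370 CPM in CON, 13.1 ± 1.99 in AP, 0.620 ± 0.128 in FO and 0.784 ± 0.327 in AP_FO (SD, n = 4 each). Its interaction was -3.13 (standard error 0.407, edgeR adjusted p = 0.000829). Cyp1a1 was at 9.14 ± 3.70 CPM in AP and 0.549 ± 0.724 in AP_FO, with an interaction of -3.52 (standard error 1.05, edgeR adjusted p = 0.040). Spire2 was at 6.72 ± 1.13, 1.09 ± 0.152, 8.13 ± 1.26 and 7.64 ± 1.13 CPM in CON, AP, FO and AP_FO, and Ltbp3 at 151 ± 6.17, 56.5 ± 4.00, 106 ± 19.9 and 131 ± 10.6 CPM. Plcg2, a phospholipase of immune receptor signalling, had an interaction of -2.07 (standard error 0.256, edgeR adjusted p = 0.000639). These genes were chosen later for their small p in the same samples, and Cyp1a1 in the fish oil groups after its values were seen.

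In FO against CON Saa3, an acute phase protein, had a log2 fold change of 6.98 (standard error 0.814, edgeR adjusted p = 0.000536), and was at 2.34 ± 1.21 CPM in CON, 289.9 ± 196 in FO and 2.98 ± 1.89 in AP_FO. Lama5, a laminin of basement membranes, had a log2 fold change of -0.94 (standard error 0.0972, edgeR adjusted p = 0.000279), and Sfn, the epithelial 14-3-3σ protein, 1.02 (standard error 0.120, edgeR adjusted p = 0.000331). Of chemokines 24 of 28 tested members rose and 0 fell (26 and 0 adjusted over the list alone), of neutrophil genes 17 of 21 tested members rose and 1 fell (18 and 1 adjusted over the list alone), and of NRF2 genes 7 of 19 tested members rose and 0 fell (11 and 0 adjusted over the list alone). In cholesterol synthesis 0 of 23 tested members rose and 9 fell (0 and 11 adjusted over the list alone), with a median of -0.49 (limma camera adjusted p = 1.6e-05, and adjusted p = 0.658 with an estimated correlation). The median was 2.93 (limma camera adjusted p = 8.62e-08, and adjusted p = 0.658 with an estimated correlation) for chemokines and -1.87 (limma camera adjusted p = 0.0145, and adjusted p = 0.718 with an estimated correlation) for NK cell genes. The study's NK markers went the other way, with a median of 0.195 (limma camera adjusted p = 0.00111, and adjusted p = 0.658 with an estimated correlation). Chemokine levels relative to CON were 2.89, 3.45, 0.629 and 2.78 in FO replicates 1, 2, 3 and 5, so replicate 3 had little of the rise.

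In AP_FO against FO, of chemokines 0 of 28 tested members rose and 13 fell (1 and 26 adjusted over the list alone), with a median of -2.63 (limma camera adjusted p = 2.75e-15, and adjusted p = 0.488 with an estimated correlation). FO is shared with the comparison to CON, so a high FO group alone gives opposite signs, and chemokine levels relative to CON were -0.044 to 0.337 in AP_FO. Saa1, another acute phase protein, had a log2 fold change of -3.54 (standard error 0.444, edgeR adjusted p = 0.00352), and Zc3h7b, an RNA-binding protein, 0.71 (standard error 0.111, edgeR adjusted p = 0.00693). Neither was called by edgeR when only the 8 samples compared were fitted. Embryonic globins were lower in AP_FO than in AP, with a median of -3.71 (limma camera adjusted p = 0.000663, and adjusted p = 0.772 with an estimated correlation). The AP effects with and without fish oil correlated at -0.111 across 14691 genes (Spearman's rho 0.00367), and genes are not independent replicates. Of 100 regroupings within each diet, the real one included, 57 gave a correlation as far from 0 as -0.112, the value in that fit (highest other 0.411). The correlation therefore cannot be told from chance. That test was chosen after the correlation had been seen.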
